# Complete male-to-female sex reversal in XY mice lacking the *miR-17*~*92* cluster

**DOI:** 10.1038/s41467-024-47658-x

**Published:** 2024-05-07

**Authors:** Alicia Hurtado, Irene Mota-Gómez, Miguel Lao, Francisca M. Real, Johanna Jedamzick, Miguel Burgos, Darío G. Lupiáñez, Rafael Jiménez, Francisco J. Barrionuevo

**Keywords:** Development, Transdifferentiation

## Abstract

Mammalian sex determination is controlled by antagonistic gene cascades operating in embryonic undifferentiated gonads. The expression of the Y-linked gene *SRY* is sufficient to trigger the testicular pathway, whereas its absence in XX embryos leads to ovarian differentiation. Yet, the potential involvement of non-coding regulation in this process remains unclear. Here we show that the deletion of a single microRNA cluster, *miR-17*~*92*, induces complete primary male-to-female sex reversal in XY mice. *Sry* expression is delayed in XY knockout gonads, which develop as ovaries. Sertoli cell differentiation is reduced, delayed and unable to sustain testicular development. Pre-supporting cells in mutant gonads undergo a transient state of sex ambiguity which is subsequently resolved towards the ovarian fate. The *miR-17*~*92* predicted target genes are upregulated, affecting the fine regulation of gene networks controlling gonad development. Thus, microRNAs emerge as key components for mammalian sex determination, controlling *Sry* expression timing and Sertoli cell differentiation.

## Abstract (web summary)

The cluster *miR-17*~*92* modulates the expression of genes networks and signalling pathways to ensure proper *Sry* expression timing and subsequent testis differentiation, an unexpected role for miRNAs in the early steps of mammalian sex determination.

## Introduction

In mammals, phenotypic sex (male or female) depends on the type of gonads developed in the embryo (testes or ovaries), which in turn depends on its sex chromosome endowment (XY or XX). Both testes and ovaries contain three main types of sex-specific cell lineages: 1) germ cells that give rise to gametes, either sperm or oocytes, through meiosis; 2) somatic supporting cells, either Sertoli or granulosa (follicle) cells, that nurse and support the developing germ cells; and 3) somatic steroidogenic cells, either Leydig or theca cells, that produce male and female steroid hormones (either androgens or estrogens). In the embryonic testis, Sertoli and Leydig cells produce hormones (AMH and testosterone, respectively) that masculinise the embryo. In the absence of these hormones, XX embryos develop as phenotypic females. All these cell types differentiate from precursor cell lineages present in the undifferentiated, bipotential gonadal primordium (also called genital ridge) of the embryo, that forms during the organogenesis stages as a thickening of the ventromedial surface of the coelomic epithelium of the mesonephros, which functions as a primitive embryonic kidney (reviewed in ref. ^1^). Mammalian sex determination involves the simultaneous expression of genes with antagonistic functions^2,3^, resulting in a balanced network of opposing ovary- (RSPO1, WNT4, FOXL2, among others) and testis-promoting (SRY, SOX9, FGF9, among others) signalling and transcription factors. The Y-linked gene, *SRY*, is the trigger that breaks this balance: its expression in the pre-supporting cell lineage of the undifferentiated gonads from XY individuals induces testis differentiation, whereas its absence in XX gonads results in ovarian development^4–6^. In mice, at the time of *Sry* expression in XY supporting cell precursors, these cells become pre-Sertoli cells, which will thus differentiate as embryonic Sertoli cells. At the same time, XX counterparts are specified as pre-granulosa cells, which differentiate as granulosa cells. In this bipotential system, the repression of genes promoting the alternate fate is paramount for sex-specific differentiation^1,7^. Further, this mutual antagonism is considered as a landmark of both mammalian sex determination and maintenance, highlighting the strong genetic component that influences this developmental process.

Previous research in the sex determination field has mostly focused on the identification of genes controlling this process and on elucidating their hierarchical relationships at a molecular level. Yet, the involvement of non-coding regulatory mechanisms in mammalian sex determination remains largely unexplored^8,9^. One intriguing class of non-coding regulators are microRNAs (miRNAs), short nucleotide sequences that mediate the post-transcriptional regulation of gene expression. These small molecules were initially characterised as temporal regulators of cell-fate decisions^10–12^: their inactivation led to heterochronic shifts in gene expression and differentiation. Progressively, miRNAs have been also shown to be implicated in numerous developmental and pathological processes^13^. During sex development, both miRNAs and their associated machinery are differentially regulated in developing testes and ovaries^14^. Furthermore, the disruption of their biosynthesis in adult mice compromised their fertility, confirming a role of miRNAs in maintaining gonadal cell type identities^15^. However, the inactivation of *Dicer1*, an essential component for miRNA biosynthesis, prior to the sex determination stage did not affect this process^16^, but the long-time persistence of miRNAs upon disruption of their biosynthesis machinery and/or the inefficient *Sf1Cre*-induced recombination in coelomic epithelial cells at E11.5^17^ may have obscured their potential involvement in sex determination.

One of the most well-studied microRNAs is the *miR-17*~*92* cluster. This polycistronic cluster, also called OncomiR-1, contains six miRNA genes (*miR-17*, *miR-18a*, *miR-19a*, *miR-20a*, *miR-19b-1* and *miR-92a-1*; Supplementary Fig. 1a), known to be involved in a wide range of developmental and pathogenic processes^18^. In the adult testis, *miR-17*~*92* maintains transcriptomic levels within normal values^19,20^ and, in cooperation with its paralog cluster *miR-106b*~*25*, it is required to sustain male fertility^21^. Interestingly, *miR-17*~*92* cluster members are expressed in mouse gonads from both sexes during and after the sex determination stage (Supplementary Fig. 1b) and their predicted targets include numerous sex-related genes (see below). Also, miRNAs of this cluster are evolutionarily well conserved and are related to sex development and sex change in non-mammalian vertebrates^22^. However, a possible role of the miR−*17*~*92* cluster in mammalian sex determination has not been previously investigated.

Here we demonstrate that the ablation of the *miR-17*~*92* cluster, prior to sex determination, causes complete male-to-female sex reversal in mice. By combining bulk and single-cell RNA-seq (scRNA-seq) and time-course expression analyses, we demonstrate that *Sry* expression is delayed in the absence of *miR-17*~*92*. As a consequence of this heterochrony, pre-supporting cells undergo a transient state of sexual ambiguity that likely causes failed differentiation into Sertoli cells and the subsequent activation of the ovarian program. Furthermore, we show that *miR-17*~*92* ablation results in a misregulation of hundreds of target genes, simultaneously affecting the regulation of critical gene networks. Our findings reveal an unexpected role for miRNAs in controlling the timing of *Sry* expression and Sertoli cell differentiation.

## Results

### XY embryos lacking *miR-17*~*92* develop as phenotypic females

To investigate the potential role of the *miR-17*~*92* cluster in mammalian sex determination, we analysed the genito-urinary system of knockout (KO) mice, generated by using the Cre/LoxP system (*Tg(CAG-cre)*^*1Nagy*^;m*iR-17~92*^*del/del*^). As *miR-17*~*92* KO mice undergo neonatal lethality^23^, we focused our analysis on the embryonic day 17.5 (E17.5), when sex is already differentiated. While XY control foetuses displayed normal descended testes, XY mutants developed as phenotypic females with two uterine horns and ovaries directly inferolateral to the kidneys, similar to those observed in both XX mutants and control females (Fig. 1a–d). Histological analyses on XY KO gonads (Fig. 1f) revealed a clear ovarian morphology, indistinguishable from that of XX mutants or control ovaries (Fig. 1g, h). Testis-specific structures, such as testicular cords or large blood vessels like those observed in XY control testes (Fig. 1e) are completely absent in XY mutant gonads. Instead, gonadal structure was completely indistinguishable from XX mutants or control ovaries (Fig. 1e–h). Double immunofluorescence showed that the testicular marker SOX9 was exclusively present in XY control gonads, whereas XY mutant gonads, as XX gonads, only expressed the ovarian marker FOXL2 (Fig. 1i–l). Consistently, the activation of germ cell meiosis, an early sign of ovarian development, was observed in XY mutant and XX gonads, but not in XY controls (Fig. 1m–p). Altogether, these results show that, in the absence of the *miR-17*~*92* cluster, XY mice undergo complete primary sex reversal.

**Fig. 1:**
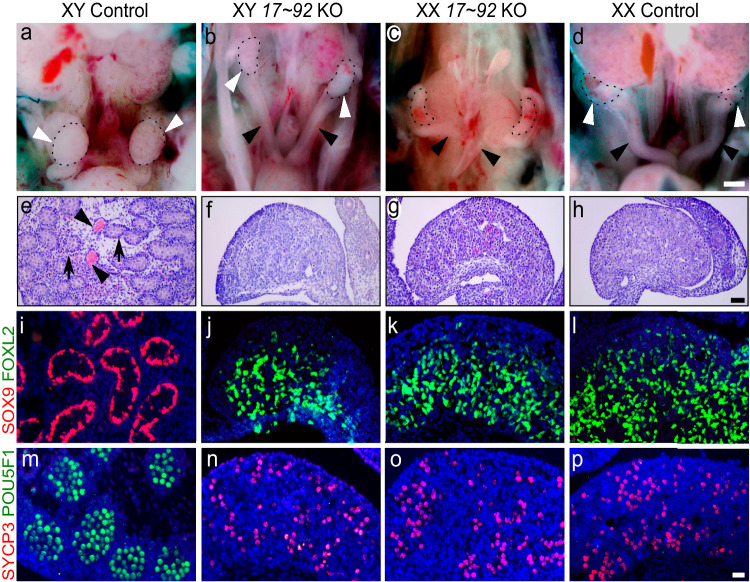
Male-to-female sex reversal in *miR-17*~*92* KO mice. **a**–**d** Urogenital anatomy of control and mutant XY and XX embryos at E17.5. Gonads are encircled by a dotted line and marked by white arrowheads. Uterine cornua are marked with black arrowheads. Note that only control XY embryos develop testes, while the rest develop ovaries and uterine cornua. **e**–**h** Gonadal histology at E17.5. Control testes contained solid cords (arrows) and large blood vessels (arrowheads) (**e**). In contrast, XY mutant gonads (**f**) showed a typical ovarian histology lacking both cords and vessels, as observed in XX gonads (**g**, **h**). Double immunofluorescence at E17.5 showing that only XY control testis expressed the testicular marker SOX9 (**i**), while the other three genotypes expressed the ovarian marker FOXL2 (**j**–**l**). **m**–**p** Double immunofluorescence for the pluripotency marker POU5F1 (OCT4) and the meiotic prophase cell marker SYCP3 at E17.5. Only germ cells in XY control testes expressed POU5F1 and showed no SYCP3 expression, evidencing the absence of meiotic cells in embryonic testes (**m**). Contrarily, all germ cells of the other three genotypes had entered meiosis, as they expressed SYCP3, evidencing full ovarian development (**n**, **p**). Similar results were obtained for the 3–6 animals of each genotype we analysed. Scale bars shown in **d**, **h**, and **p** represent 500 μm for **a**–**d**, 100 μm for **e**–**h**; and 20 μm for **i**–**p**. *miR-17*~*92* KO mice were generated using the Cre/LoxP system.

### *miR-17*~*92* regulates gonadal growth before sex determination

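The bulk RNA-seq covered 4 genotypes of mouse embryos: XX control, XY control, XX KO and XY KO. KO stands for mutants that lack the miR-17~92 cluster, a group of microRNA genes transcribed together, which was deleted with the Cre/LoxP system. For each genotype, 3 libraries were sequenced at embryonic stage E11.5 and 3 at E12.5, 1 day later. At E11.5 the RNA came from complexes of gonad and mesonephros, and at E12.5 from the gonads alone; the mesonephros is the embryonic kidney that lies against the gonad. The libraries of the 2 stages were also made with different stranded kits, so a difference between the stages includes one of tissue and of kit, and each stage was fitted on its own. The authors mapped the read pairs to the mm10 mouse genome (GRCm38), counted them per gene with featureCounts and deposited the counts without normalization. The total count per library was between 17150620 and 34077443 at E11.5, with a median of 22053404, and between 11877379 and 44155275 at E12.5, with a median of 21673453. At E11.5 the median total was 18883115 for XX controls (17150620 to 34077443), 21125672 for XY controls (20337069 to 26829556), 23744683 for XX KO (22981136 to 26158024) and 19773683 for XY KO gonads (18995330 to 27472491). At E12.5 it was 19250976 for XX controls (15414582 to 19648046), 23698860 for XY controls (11877379 to 23839505), 29527197 for XX KO (26849689 to 44155275) and 17052954 for XY KO gonads (15117684 to 36794972). Genes with at least 1 CPM (counts scaled to library size) in at least 2 of the 12 libraries of a stage were tested, which left 14217 genes at E11.5 and 14348 at E12.5. The 12 libraries of a stage entered 1 edgeR model, with TMM normalization and robust estimates of dispersion, so that the 4 genotypes shared an estimate of the spread. Its quasi-likelihood test gave the log2 fold changes, and genes with a Benjamini-Hochberg adjusted p (FDR) under 0.05 were called differentially expressed (DEGs). TMM factors lay between 0.944 and 1.04, and the 10 genes with the most counts took 3.06% to 4.58% of a library. The common biological coefficient of variation was 0.132 at E11.5 and 0.172 at E12.5. Libraries of one genotype and stage differed from each other by 7.09 to 79.1 times the sampling variance of their counts, so each was kept as a separate replicate. On simulated counts with the means and depths of these libraries, the test called 79% of 200 genes changed 2-fold at E11.5 and 69.5% at E12.5. Genes of low count were not among the 200, and trends of whole libraries were not simulated. Genes of the sex chromosomes followed the labels: at E11.5 Xist had 1741 ± 181 CPM (SD, n = 3) in XX and 3.79 ± 0.56 CPM in XY controls.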

To explore the molecular mechanisms associated to sex reversal in *miR-17*~*92* mutants, we performed bulk RNA-seq on gonads during the sex determination period and shortly afterwards (E11.5 and E12.5). These data permitted us to verify the effective deletion of the *miR-17*~*92* cluster by using the frequencies of gonadal transcript reads mapped to the *Mir17hg* locus, where the *miR-17*~*92* cluster is located (Fig. 2a; Supplementary Fig. 2). 

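Mir17hg (ENSMUSG00000089726), the long non-coding RNA gene that hosts the cluster, lies on the forward strand of chromosome 14 of GRCm38. GENCODE places it from 115042879 to 115046727 and RefSeq from 115044390 to 115046728. The RefSeq gene is 2339 bp long, which is also the length that the paper's tables give for the gene. The microRNA genes from Mir17 to Mir92-1, 6 hairpins in all, span 836 bases from 115043671 to 115044506. Hence 95% of the bases of the RefSeq gene lie past the last microRNA. The RefSeq gene starts within the span of the microRNAs, so a count over it leaves out the first part of that span. In the deposited counts Mir17hg was higher in KO than in control libraries. At E11.5 its level was 33.9 ± 14.4 CPM (SD, n = 3) in XY controls and 146 ± 8.80 CPM in XY KO gonads, a log2 fold change of 2.11 (standard error 0.25, FDR = 0.000526, edgeR quasi-likelihood test). In XX gonads of this stage it rose from 20.7 ± 1.46 to 102 ± 4.94 CPM, by a log2 fold change of 2.3 (standard error 0.25, FDR = 0.000979). At E12.5 the level rose from 21.7 ± 8.42 to 80.0 ± 1.72 CPM in XY gonads, a log2 fold change of 1.89 (standard error 0.22, FDR = 1.8e-05). In XX gonads it rose from 33.4 ± 3.54 to 77.8 ± 9.64 CPM, a log2 fold change of 1.22 (standard error 0.21, FDR = 0.00913). In each of these 4 comparisons every KO library lay above every control library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). With each library left out in turn, only the fit of XX gonads at E12.5 without XX control replicate 1 lost significance, with a log2 fold change of 1.16 (FDR = 0.0549; from 9.91e-06 to 0.0549 over the alternatives run for this gene). The reads along the locus that Fig. 2a plots are not analysed here. From those reads, which in KO gonads are missing over the microRNAs, the paper concludes that the cluster was deleted.

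**Figure D1:**
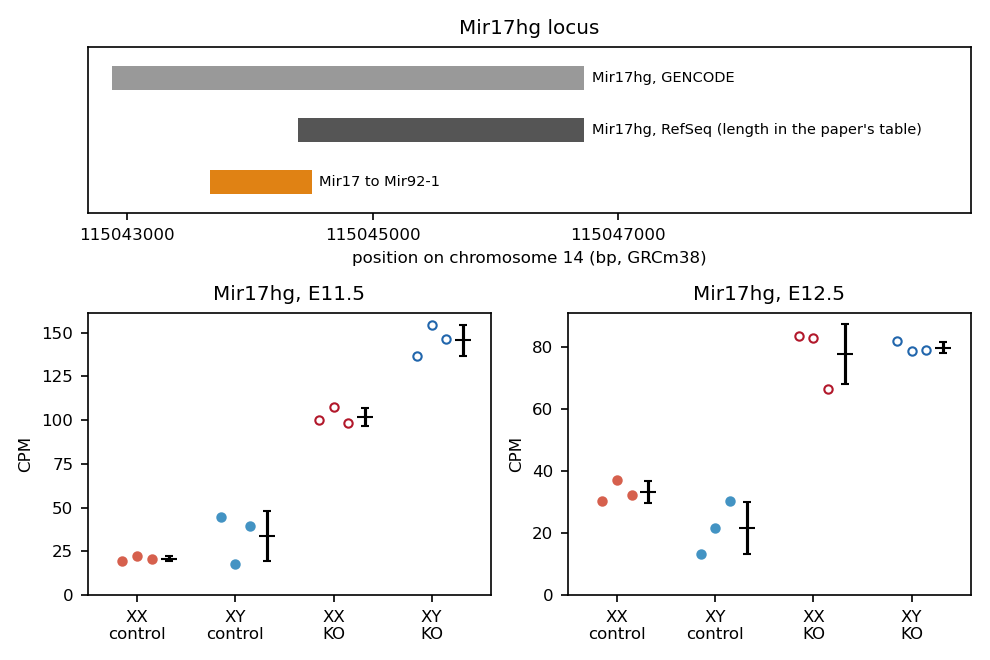
Top, position of Mir17hg and of the microRNA genes on chromosome 14 (bp, GRCm38). Bottom, Mir17hg level (CPM) in each library at E11.5 and E12.5; points are libraries and bars the mean ± SD of 3. At E11.5 the KO means are 102 and 146 CPM and the control means 20.7 and 33.9 CPM.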

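The 4 genotypes were compared within each stage with edgeR's quasi-likelihood test. At E11.5, 126 genes were differentially expressed between XX and XY controls, of which 51 were higher in XX and 75 lower. Between XY KO and XY control gonads of this stage there were 1804 DEGs, 836 higher and 968 lower in the mutants. Between XX KO and XX control gonads there were 465 DEGs, 258 higher and 207 lower in the mutants. At E12.5, 2951 DEGs separated XY KO from XY control gonads, 1474 higher and 1477 lower in the mutants, and 755 separated XX KO from XX control gonads, 490 higher and 265 lower. The test of DESeq2 gave more calls, with 439, 2347 and 778 DEGs in the 3 comparisons of E11.5 and 3353 and 1456 in those of E12.5. With library size as the only scaling, 176 of the 421 DEGs of XX KO against XX control gonads at E11.5 (41.8%) were higher in the mutants, against 55.5% with TMM normalization. In XY KO against XY control gonads of that stage it gave 662 higher and 1145 lower genes (36.6% higher against 46.3%), and without XY KO replicate 3 there were 711 higher and 659 lower. The counts of E11.5 depended on single libraries. Without XY control replicate 2 the DEGs between the controls were 2495, and without any of the other 5 libraries of this comparison they were between 56 and 113. Leaving out XY control replicate 2 also raised the DEGs between XY KO and XY control gonads to 2891, whereas they fell to 814 without XY KO replicate 1, 932 without XY KO replicate 2 and 975 without XY control replicate 1. The DEGs between XX KO and XX control gonads lay between 142, without XX control replicate 2, and 316, without XX KO replicate 2. At E12.5 the DEGs of XX KO against XX control gonads were 35 without XX control replicate 1, 83 without XX control replicate 2, 117 without XX KO replicate 3 and 1670 without XX KO replicate 2; in the last fit 719 were higher and 951 lower, so the balance of directions was reversed. Without XY KO replicate 2, which enters only through the shared model, there were 491. Those of XY KO against XY control gonads lay between 2086 and 2656.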

Pairwise comparisons between the four analysed genotypes at the two developmental stages identified a variable number of differentially expressing genes (DEGs; Supplementary Data 1–9). The DEGs between XX and XY control gonads at E12.5 (3569 DEGs; FDR < 0.05) were used as a reference set for genes with normal dimorphic expression. 

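In the deposited counts, 3413 genes were differentially expressed between XX and XY control gonads at E12.5 (edgeR quasi-likelihood test), 1634 higher in XX and 1779 higher in XY. The median size of the log2 fold change of these genes was 1.08, and 45.2% of them changed less than 2-fold. With library size as the only scaling there were 3529 DEGs, of which 56.5% were higher in XX gonads, against 47.9% with TMM normalization. DESeq2 called 3788 genes. With 1 library left out at a time the number stayed between 2744 and 2985. The paper takes these genes as the reference for dimorphic expression.

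**Figure D2:**
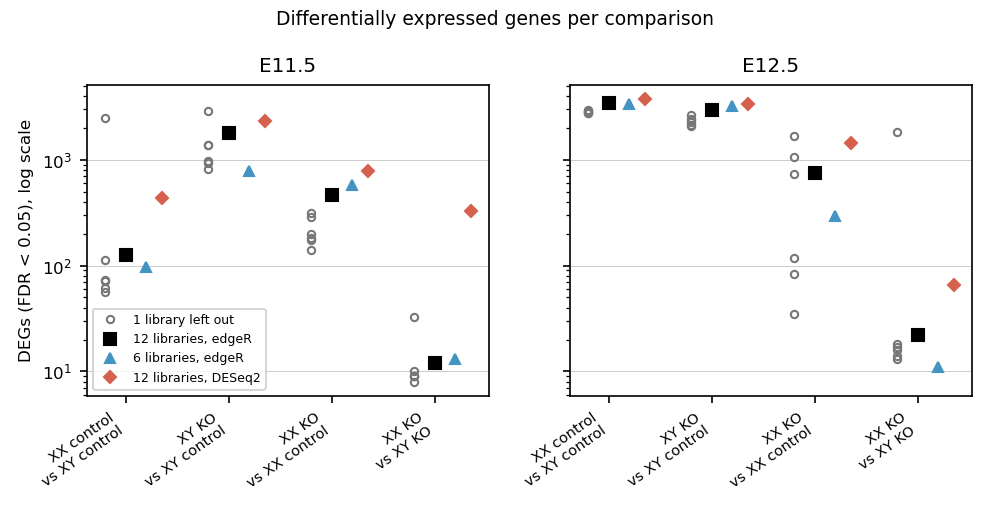
Number of DEGs (log scale) in the 4 comparisons of each stage. Squares, 12 libraries with edgeR; circles, 1 library of the comparison left out; triangles, only the 6 libraries of the comparison; diamonds, 12 libraries with DESeq2. At E12.5 the circles of XX control vs XY control lie between 2744 and 2985, those of XX KO vs XX control between 35 and 1670.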

Log_2_-fold-change heat maps at E12.5 revealed that both XY and XX mutants acquire a female-like expression profile, with most genes displaying an ovarian-specific expression pattern (Fig. 2b). 

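For each of the 3413 dimorphic genes, the mean log2 CPM of the mutant gonads at E12.5 was placed between the means of the XY and the XX controls. In XY KO gonads 74.0% of the genes lay nearer the XX than the XY control mean, and in XX KO gonads 79.9% did. The single libraries gave 71.5%, 73.8% and 70.3% for XY KO and 82.8%, 76.7% and 72.8% for XX KO gonads. Of the genes higher in XX controls, 75.2% lay nearer the XX mean in XY KO gonads, and of those higher in XY controls 72.8%. On a scale from 0% at the XY control mean to 100% at the XX control mean, the median gene stood at 75.1% in XY KO and at 83.9% in XX KO gonads. Because the genes were chosen on the same control libraries, unchanged mutants were simulated against them in 20 draws: 0.63% of the genes (0.38% to 1.05%) lay nearer XX for gonads simulated like XY controls, and 99.4% for gonads simulated like XX controls. Among the 1870 dimorphic genes that differed at least 2-fold between the controls, the shares were 79.3% for XY KO and 85.2% for XX KO gonads. From this profile, the paper concludes that mutants of both sexes acquire a female-like expression.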

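Distances between libraries were computed as the root mean square of the log2 fold changes of the 500 genes that differed most in each pair, the measure behind a multidimensional scaling plot. At E11.5 the mean distance between XX KO and XY KO libraries was 1.73. XX KO libraries were 1.64 from XX controls and 2.13 from XY controls, and XY KO libraries were 1.84 from XY controls and 1.94 from XX controls. The 2 control genotypes were 1.86 apart. With 2000 genes per pair XX KO libraries were 1.04 from XY KO libraries and 1.05 from XX controls, so the nearer of these 2 depended on the number of genes. Libraries of one genotype were on average 1.17 (XX control), 1.36 (XY control), 1.60 (XX KO) and 1.22 (XY KO) apart, so the distance between XX KO and XY KO libraries exceeded the spread within XX KO libraries by little. Distances from XY controls to all other libraries were on average 1.19 times those among the other libraries. None of the 220 ways to set 3 of the 12 libraries apart gave a higher ratio.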

Consistent with this observation, multidimensional scale plot revealed moderate differences between mutants and controls at E11.5, with mutant conditions clustering closer together. At E12.5 these differences were more prominent, with XY control replicates clustering separately from all other samples (Supplementary Fig. 3a), indicating that mutant gonads follow the ovarian fate shortly after the sex determination period.

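At E12.5 the mean distance from XY control libraries, computed as at E11.5, was 3.94 to XX controls, 3.95 to XX KO and 3.54 to XY KO libraries. The other genotypes were nearer to each other: XX KO and XY KO libraries were 2.06 apart, XX controls and XX KO 2.26, and XX controls and XY KO 2.41. Within genotypes the mean distances were 1.62 for XX controls, 1.47 for XY controls, 1.61 for XX KO and 1.63 for XY KO libraries. The distances from XY controls were 1.87 times those among the other libraries, and no other set of 3 among 220 reached this ratio. With the same 500 genes for all pairs the ratio was 2.32. Since XY controls lie apart from the other samples, the paper concludes that mutant gonads follow the ovarian fate soon after sex determination.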

**Fig. 2:**
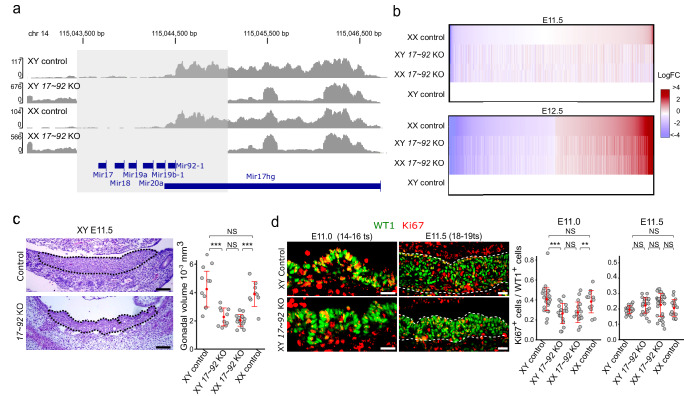
Bulk RNA-seq and morphometric analysis of *miR-17*~*92* KO gonads during sex determination. **a** Representation of the frequencies of gonadal transcript reads mapped to the *Mir17hg* locus. In contrast to control gonads, no reads are observed in the *miR-17*~*92* region (area highlighted in light grey) of the *miR-17*~*92* KO gonads. **b** Log_2_-fold-change heat maps of DEGs detected between gonads of four different genotypes. Note the similarities at E11.5, as well as the female-like RNA profile of E12.5 mutants, irrespectively of their sex. **c** Haematoxylin and Eosin staining of gonadal sections. Mutant gonads show an irregular contour, including deep transversal furrows, and are thinner and shorter than controls, with a volume reduction of 50% at E11.5 (18–19 ts). For statistical analysis, a two-tail Student’s *t* test was performed (*n* = 3); XYcontrol vs XXcontrol, *p* = 5.014330e-01; XYcontrol vs XY*17-92*KO, *p* = 3.622441e–04; XXcontrol vs XX*17-92*KO, *p* = 2.356458e–07; XY*17-92*KO vs XX*17-92*KO, *p* = 2.462459e–01. **d** Cell proliferation analysis using double immunofluorescence for the gonadal progenitor cell marker WT1 and the cell proliferation marker, Ki67, in gonads both before (E11.0; 14–16 ts) and at the sex determination stage (E11.5; 18–19 ts). Quantification of the mitotic index (number of Ki67^+^ cells/number of WT1^+^ cells) indicate reduced cell proliferation in XX and XY mutant gonads compared to controls before (E11.0; 14–16 ts) but not at the sex determination stage (E11.5; 18–19 ts). For statistical analysis, a Fisher test with Bonferroni adjust was performed. For E11.0: XYcontrol (*n* = 3) vs XXcontrol (*n* = 4), *p* = 1; XYcontrol vs XY*17-92*KO (*n* = 3), *p* = 1.1e−05; XXcontrol vs XX*17-92*KO (*n* = 3), *p* = 0.0070; XY*17-92*KO vs XX*17-92*KO, *P* = 1; for E11.5: XYcontrol (*n* = 4) vs XXcontrol (*n* = 2), *p* = 1; XYcontrol vs XY*17-92*KO (*n* = 3), *p* = 0.194; XXcontrol vs XX*17-92*KO (*n* = 4), *p* = 0.701; XY*17-92*KO vs XX*17-92*KO, *p* = 1. Regarding micrographs in panels (**c**) and (**d**), similar results were obtained for the 5 animals of each genotype we analysed. Quantitative data are presented as mean values ± SD. *p < 0.05, **p < 0.01, ***p < 0.001. Scale bars in (**c**) and (**d**) represent 50 and 20 μm, respectively. Chr 14 chromosome 14. Mutant mice were generated using the Cre/LoxP system.

We observed that the number of DEGs between XX and XY mutant gonads was marginal in both E11.5 and E12.5 stages (12 and 21 DEGs, respectively; Supplementary Data 1–9), denoting the existence of *miR-17*~*92*-related signatures that are shared between sexes. Furthermore, Gene Ontology analysis identified several enriched GO terms when E11.5 mutants were compared to controls in both XX and XY backgrounds (Supplementary Fig. 3b; Supplementary Data 10 and 11). These observations suggest that *miR-17*~*92* may control some non-sex related aspects of gonadal development. In particular, we found GO terms related to cell proliferation and molecular pathways involved in its control (Ras protein signal transduction, regulation of MAP kinase activity, ERK1 and ERK2 cascade, among others). 

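In the deposited counts there were 12 DEGs between XX KO and XY KO gonads at E11.5 and 22 at E12.5 (edgeR quasi-likelihood test). At E11.5, 6 lay on the Y chromosome (Ddx3y, Eif2s3y, Kdm5d, Sry, Uba1y and Uty), 3 on the X chromosome (Eif2s3x, Kdm5c and Xist) and 3 on autosomes (Chrm4, Nmd3 and Tgm3). At E12.5, 8 lay on the Y chromosome, 1 on the X chromosome (Xist) and 13 on autosomes, of which 12 were lower in XX KO than in XY KO gonads. Among these was Dhh, with a log2 fold change of -1.93 (standard error 0.27, FDR = 0.00512). Zfy1 and Zfy2, among the Y-linked genes of E12.5, are near-identical copies between which the counting may have split reads. At an unadjusted p under 0.05 there were 2291 genes at E11.5 and 2752 at E12.5. The number at E12.5 depended on 1 library: without XX KO replicate 2 it was 1828, and without each of the other 5 libraries of the comparison between 13 and 18. At E11.5 it was 33 without XX KO replicate 1 and between 8 and 10 without each of the other 5. Control libraries share the model with the mutants, and without XY control replicate 2 there were 202 DEGs at E11.5, 100 higher and 102 lower in XX KO gonads. DESeq2 gave 328 DEGs at E11.5 and 66 at E12.5. The mutant effects in the 2 sexes, which share no library, were related at E11.5. Across the 14217 tested genes the log2 fold changes of XX KO against XX control and of XY KO against XY control gonads had a Pearson r of 0.518 and a Spearman rho of 0.414; these are values across genes, which are not independent replicates. In 1000 shuffles of the genes the size of r did not exceed 0.030. Of the 272 genes called in both sexes at E11.5, 271 changed in the same direction, where 59.0 shared calls would be met if calls were independent. At E12.5 r was 0.204, and 245 of 359 shared calls changed in the same direction. From the few DEGs between the mutants, the paper concludes that signatures related to the cluster are shared between the sexes.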

Consistently, *miR-17*~*92* KO gonads were smaller than their wildtype counterparts at E11.5, displaying a mean volume of ~50% compared to controls (Fig. 2c). In contrast, as previously described^23^, the body size of mutant and control embryos was similar until E13.5, when the growth of mutant embryos was retarded compared to controls. Particularly, at the sex determination stage (E11.5) the gross morphology and size of mutant embryos was similar to that of controls (Supplementary Fig. 3c), indicating a gonad-specific proliferation defect. Based on these results, we investigated proliferation rates in developing gonads using double immunofluorescence against the Wilms tumour protein (WT1), a progenitor cell marker, as well as the proliferation marker Ki67. This analysis revealed that the genital ridge of mutant gonads contained less proliferating progenitor cells (WT1^+^, Ki67^+^) than that of controls, before (E11.0; 14–16 tail somites, ts) but not at the sex determination stage (E11.5; 18–19 ts; Fig. 2d). In addition, we found no differences in apoptosis in any of the stages analysed (Supplementary Fig. 3d), with the number of apoptotic cells being very low in all cases. Altogether, these results indicate that *miR-17*~*92* regulates molecular pathways necessary for the normal growth of the bipotential genital ridges before the sex determination stage.

### *miR-17*~*92* is required for proper *Sry* expression timing and Sertoli cell differentiation

The reduced proliferation in early *miR-17*~*92* KO gonads, which is consistent with their overall reduced size, may alter the relative proportions of gonadal cell types. Therefore, we explored changes in cellular composition and identity in *miR-17*~*92* KO gonads, by performing single-cell RNA-seq (scRNA-seq) experiments. Cre-Lox breeding would yield a low number of embryos with the appropriate genotype (see also Methods section for an extended description), making scRNA-seq experiments technically difficult. Therefore, we employed CRISPR/Cas9 to generate a homozygous deletion of the miRNA cluster in mouse embryonic stem cells (mESC) and subsequently derived mutant animals via tetraploid complementation assays^24,25^ (Supplementary Fig. 4a). Of note, these mutants displayed an identical phenotype to those previously generated via Cre-LoxP breeding (Supplementary Fig. 4b). We analysed the mesonephros/gonad tissue from XY *miR-17*~*92* KO embryos, as well as of XY and XX controls at E11.5. The profiled cells were clustered based on their transcriptional similarities, recapitulating all major cell populations previously described in developing gonads^26^ (Fig. 3a, b and Supplementary Fig. 5a, b). All cell clusters were present in mutant and control samples, irrespectively of the sex, with the only exception of Sertoli cells, a male-specific cell type that only appeared in XY control gonads (Fig. 3c, d). To elucidate if the lack of Sertoli cells in XY *miR-17*~*92* mutant gonads was due to delayed or impaired testis differentiation, we also analysed an additional sample of XY *miR-17*~*92* KO gonads at a later stage (E11.75). Cluster integration confirmed that Sertoli cells were also present in *miR-17*~*92* mutants, albeit their number was lower than in XY control gonads at E11.5 (5.52% and 10.37%, respectively; Fig. 3b, d). These results indicate that *miR-17*~*92* is required for proper extent and timing of Sertoli cell differentiation.

**Fig. 3:**
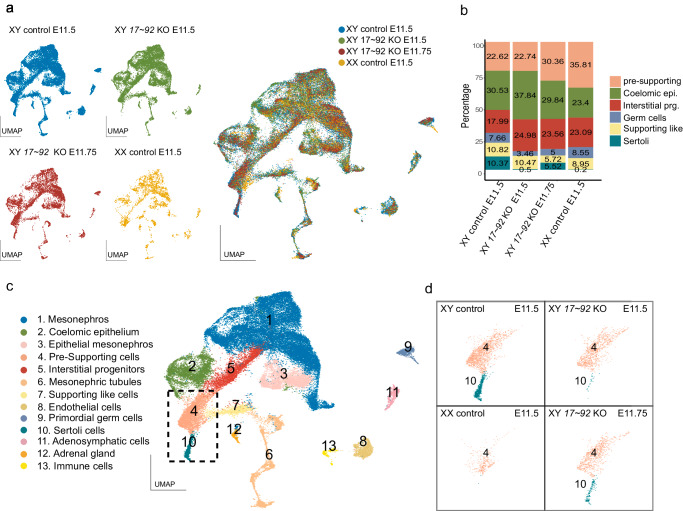
Single cell RNA-seq analysis of *miR-17*~*92* KO gonads during sex determination. For clustering and identification of populations, cells were coloured by genotypes (**a**) and by cell clusters (**c**). All major gonadal cell populations were present in both mutant and control gonads, except Sertoli cells that appeared only in XY controls at E11.5. Note that these cells were identified in XY mutants at a later timepoint E11.75 (**b** and **d**). UMAP, uniform manifold approximation and projection. Data from gonads of *miR-17*~*92* KO mice generated by CRISPR/Cas-tetraploid aggregation.

To investigate the mechanisms of *miR-17*~*92-*mediated gene expression, we examined the DEGs between XY control and mutant gonads (Supplementary Data 12–18). Although miRNAs mostly control protein production, previous studies have shown that the changes in protein levels induced by miRNAs are largely mirrored at the transcript level^27–29^. Since the individual components of the *miR-17*~*92* cluster can be grouped into four “seed families”, based on their main target sequences^18^ (Supplementary Fig. 1a), we generated cumulative distribution fraction (CDF) plots of the DEG Log_2_FCs. 

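The DEGs of XY KO against XY control gonads at E11.5 were split by the predicted sites that the paper lists for them in Supplementary Data 12, which gives TargetScan sites of the miR-17, miR-18, miR-19 and miR-92 seed families. Of the 1881 genes listed there, 1783 matched a gene of the deposited counts and 1738 were called with an FDR under 0.05 in the edgeR quasi-likelihood test. Of 391 called genes with a site for any family, 277 (70.8%) were higher in the mutants, against 554 of 1347 (41.1%) without a site. The odds ratio was 3.48 (95% interval 2.71 to 4.48, Fisher's exact test, two-sided, p = 1.71e-25). The median log2 fold change was 0.38 with and -0.40 without a site, a difference of 0.78 (permutation test of 100000 resamples, two-sided, p = 1e-05, the smallest p these can give). By family, the share of genes higher in the mutants was 78.0% of 173 for miR-17, 85.7% of 35 for miR-18, 71.4% of 192 for miR-19 and 68.6% of 118 for miR-92. Each family differed from the genes without a site (Fisher's exact test, Benjamini-Hochberg adjusted over the 4 families, p = 9.5e-20, 1.9e-07, 8.67e-15 and 1.35e-08). Genes are not independent replicates, so these tests describe the genes of these libraries. With each library left out in turn the odds ratio lay between 3.25 and 4.70. It moved to 3.80 with 8mer and 7mer-m8 sites alone and to 3.17 within 5 classes of transcript length. The single-cell data are not analysed here. From the preference for higher expression, the paper concludes that the cluster represses these targets during normal testis development.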

In both bulk and sc-RNAseq datasets, the predicted target genes of the four seed families were preferentially upregulated in mutant gonads, compared to non-target genes (Supplementary Fig. 5c), indicating that they are negatively regulated by *miR-17*~*92* during normal testis development. To visualise the relative contribution of each seed family to gene regulation, we generated circos plots in which the direction and amplitude of deregulation, as well as the presence of predicted binding sites, was depicted (Fig. 4a; Supplementary Fig. 6). As previously noted, the predicted target genes of the four seed families were preferentially upregulated in the XY mutant gonads compared to XY controls. However, we observed that many non-putative target genes of the cluster were also deregulated, although in this case, there was no preference in the direction of deregulation. Furthermore, the changes in the expression levels of the deregulated genes were generally modest (less than two times; Fig. 4a and Supplementary Data 12–18). These results are consistent with previous studies performed in tail bud and heart from mouse mutant embryos, which showed that *miR-17*~*92* members act as fine-tuners of large gene networks rather than regulating the expression of a few genes coding for specific transcription factors^30^.

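Seed matches were also counted in the annotated 3′ UTRs of all tested genes, whether or not they were called, from the seeds of the 4 families. Genes with a 7mer-m8 or 8mer match were set against genes of like 3′ UTR length without one, and the difference of their median log2 fold changes was compared with that of 100 shuffled sites per family. In XY KO against XY control gonads at E11.5, genes with a match for any family were higher by 0.043 on the log2 scale. By family the difference was 0.052 for miR-17 and 0.058 for miR-19, above all 100 shuffled sites. For miR-92 it was 0.031, and 21 of 100 shuffled sites were as high. For miR-18 it was -0.020, with 16 of 100 shuffled sites as high. With 8mer matches alone miR-18 was at 0.078 with 0 of 100 shuffled sites as high, and miR-92 at 0.045 with 18 of 100. Removal of the trends with length and GC content was an alternative added after the data were examined. It put miR-92 at 0.020 with 2 of 100 and miR-18 at 0.012 with 3 of 100 shuffled sites as high. All 4 families then stood above their shuffled sites in this one-sided count. With large differences either way counted, miR-18 had 29 of 100 shuffled sites as large, and 3 families stood above. The comparison with shuffled sites is one-sided. Between XX and XY controls of this stage the differences lay between -0.01 and 0.00, and no family stood above its shuffled sites. On simulated data the matched difference came out 0.02 too low, with 0.079 where 0.1 had been set. The simulated fold changes were set to fall with length. In XY KO gonads at E11.5 the link with length went the other way. Before matching, the miR-17 medians were 0.071 with and -0.033 without a match, further apart than after matching. The simulation thus does not tell the direction of an error in the values above.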

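Among the called genes without a predicted site, 554 of 1347 (41.1%) were higher in XY KO than in XY control gonads at E11.5. Lower genes were the more frequent among these calls. The 95% Clopper-Pearson interval, 38.5% to 43.8%, treats genes as independent, which they are not. The share was 35.0% with library size only and 37.3% with the trends with length and GC content removed. With 1 library left out it lay between 34.5% (without XY control replicate 1) and 43.0% (without XY KO replicate 3). Lower genes stayed the more frequent in each of these fits. The median log2 fold change of the genes without a site was -0.40. In the paper's own list of DEGs from bulk RNA-seq, 629 of 1460 genes without a site (43.1%) were higher. These are bulk values; the circos plots of cell populations come from single-cell data, which are not analysed here.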

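Of the 1804 DEGs between XY KO and XY control gonads at E11.5, 1486 (82.4%) changed less than 2-fold, and the median size of the log2 fold change was 0.52. The median was 0.44 among genes that were higher in the mutants and -0.67 among genes that were lower. In XX KO against XX control gonads of the same stage, 72.5% of the DEGs changed less than 2-fold. At E12.5 the share was 46.6% in XY KO and 52.3% in XX KO gonads.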

**Fig. 4:**
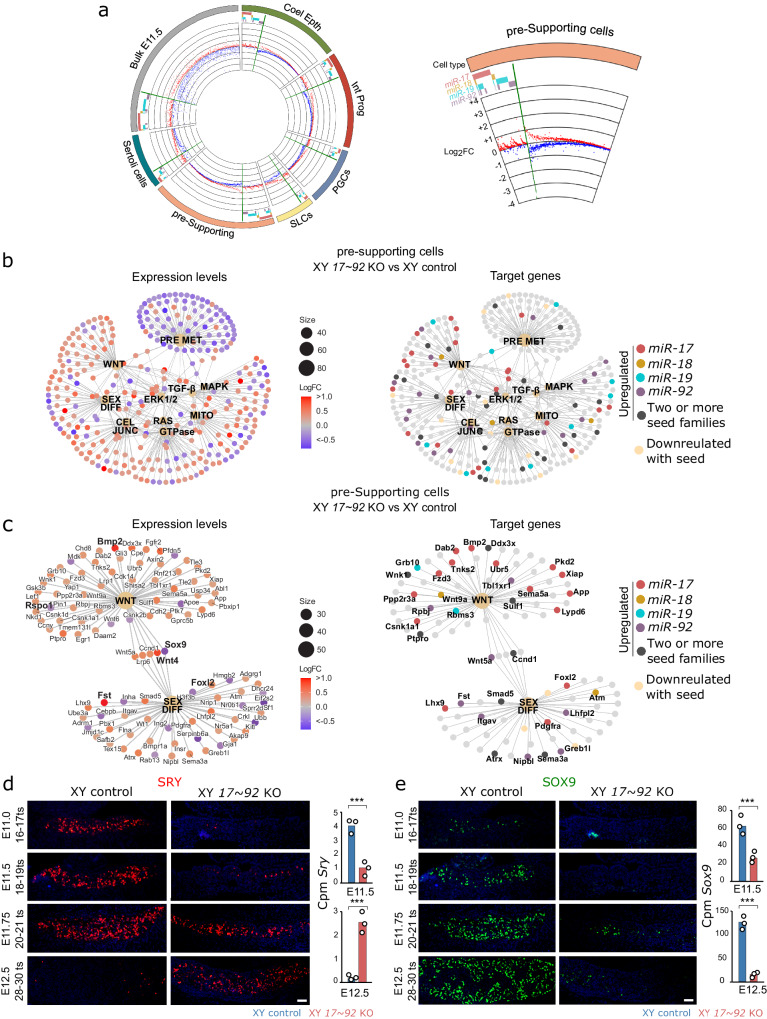
Effects of *miR-17*~*92* cluster depletion on gene expression. **a** Circos plot of DEGs in cell populations of XY *miR-17*~*92* KO gonads (see Supplementary Fig. 6 for a high resolution image). Left panel, genes with predicted binding sites for *miR-17*~*92* seed families (target genes) are grouped at the left side of each sector and marked with a coloured bar in the outer circle (separated by a green bar). A scatter plot of log_2_ FC is shown in the inner circle, with up- and downregulated genes labelled in red and blue, respectively. Right panel, magnification of the pre-supporting cells sector. Non-target genes (on the right of the green bar) do not show any particular bias towards up- or downregulation, whereas *miR-17*~*92* target genes (on the left) are preferentially upregulated. **b** Gene-concept networks using DEGs between XY mutant and control pre-supporting cells at E11.5-E11.75. Log_2_FCs (left) and predicted targets (right) are depicted. Deregulated functions and pathways are shown. **c** Gene-concept network of DEGs involved in sex determination. Most WNT pathway genes are downregulated and important genes in sex determination, such as *Sox9*, *Foxl2* and *Wnt4* are deregulated. **d** Immunofluorescence for SRY during sex determination. Note that SRY expression is delayed in XY mutant gonads, compared to XY controls. *Sry* expression levels in the bulk RNA-seq analysis are shown on the right panel. **e** Immunofluorescence for SOX9 during sex determination. Note that the onset of SOX9 expression is delayed in mutant gonads (it starts at 20–21 ts), and the number of SOX9^+^ cells is reduced. *Sox9* expression levels are also shown on the right panel. Regarding micrographs in panels d and e, similar results were obtained for the 3 animals of each genotype and developmental stage we analysed. For statistical analysis we used the glmQLFit function of the bioconductor EdgeR package for multiple comparisons (*n* = 3). *Sry*: E11.5, FDR = 0.0049; E12.5, FDR = 0.0012; *Sox9*: E11.5, FDR = 0.0009; E12.5, FDR = 0.0000. Coel. Epth. Coelomic Epithelium, Int. Prog. Interstitial Progenitors, PGCs Primordial Germ Cells, SLCs supporting-like cells. Scale bars shown in (**d**) and (**e**) represent 50 μm. ***p < 0.001. Mutant mice in (**a**–**c**) were generated using the CRISPR/Cas-tetraploid aggregation method whereas those in (**d**) and (**e**) were produced using the Cre/LoxP system.

Since Sertoli cells do not differentiate properly in XY mutant gonads, we explored the effects of *miR-17*~*92* ablation on their progenitors, the pre-supporting cells. Gene Ontology analysis on DEGs from XY control and mutant pre-supporting cells revealed an enrichment in categories associated with known biological process, (“cell junction assembly”^31^, “precursor metabolite energy”^32^, and “reproductive system development”) and signalling pathways (MAPK^33^, WNT^7,34^) operating in gonadal supporting cell differentiation. (Supplementary Fig. 7a; Supplementary Data 19). Gene concept analysis also revealed a large network in which different sub-networks shared numerous genes and *miR-17*~*92* predicted targets (Fig. 4b). In general, the percentage of upregulated *miR-17*~*92* target genes in XY mutant pre-supporting cells for each GO category ranged from 30% to 40%, whereas downregulated target genes where normally below 7% (Supplementary Fig. 7b). Again, these results suggest that the *miR-17*~*92* cluster regulates the expression of numerous target genes that may, in turn, fine-tune the expression of large gene networks during sex determination. Among these gene networks we found “sex differentiation” and “Wnt signalling pathway”, the latter being essential for ovary differentiation^7,34^. In particular, DEGs belonging to the WNT pathway were preferentially upregulated in XY mutant pre-supporting cells (52 genes upregulated and 7 downregulated; Fig. 4c), and 40% of these genes were putative targets of the *miR-17*~*92* cluster (Fig. 4c; Supplementary Fig. 7b). In addition, *Foxl2* and *Fst*, two key factors during ovarian development^35,36^, which are also *miR-17*~*92* predicted targets, were upregulated in XY mutant gonads (Fig. 4c; Supplementary Data 14). These results suggest a function for the *miR-17*~*92* cluster in maintaining female-promoting genes and signalling pathways downregulated during early testis differentiation.

However, we also found that *Sox9*, which encodes a transcription factor essential for testis development^37,38^ but is not a putative *miR-17*~*92* target, was downregulated in mutant pre-supporting cells (Fig. 4c; Supplementary Data 12). Therefore, we investigated the expression of the two key factors necessary for Sertoli cell differentiation in mammals: SOX9 itself, and its main activator, the testis-determining factor SRY. Immunofluorescence analyses revealed that cells expressing the SRY protein were already present by E11.25 in XY control testes (16–17 ts), with their number peaking at E11.5-E11.75 (~18–21 ts) and declining afterwards until almost disappearing by E12.5 (28–30 ts). In contrast, the first SRY^+^ cells in XY mutant gonads were detected at E11.5 (18–19 ts), and this number progressively increased until E12.5 (28–30 ts). 

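Sry (ENSMUSG00000069036) lies on the reverse strand of the Y chromosome of GRCm38, from 2662471 to 2663658. At E11.5 its level was 4.37 ± 0.52 CPM (SD, n = 3; 82 to 125 counts per library) in XY control and 1.10 ± 0.54 CPM (10 to 32 counts) in XY KO gonads. The log2 fold change was -1.99 (standard error 0.37, FDR = 0.0046, edgeR quasi-likelihood test). These samples were complexes of gonad and mesonephros. In them 8 marker genes of gonadal somatic cells had a median log2 fold change of -0.48, with 2 of the 8 higher. A smaller share of gonadal cells in the XY KO samples may thus carry part of the fall. At E12.5 the level was 0.188 ± 0.176 CPM (0 to 5 counts) in XY control and 2.65 ± 0.48 CPM (38 to 94 counts) in XY KO gonads, a log2 fold change of 3.99 (standard error 0.64, FDR = 0.00126). With so few counts in the controls of E12.5, the size of this change is uncertain: it lay between 3.28 and 4.54 with each library left out in turn, and at E11.5 between -2.3 and -1.66. The XY KO and XY control libraries did not overlap at either stage (exact permutation test, two-sided, p = 0.1, the smallest p for 3 libraries against 3). Both calls held in all 11 alternatives tried.

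**Figure D3:**
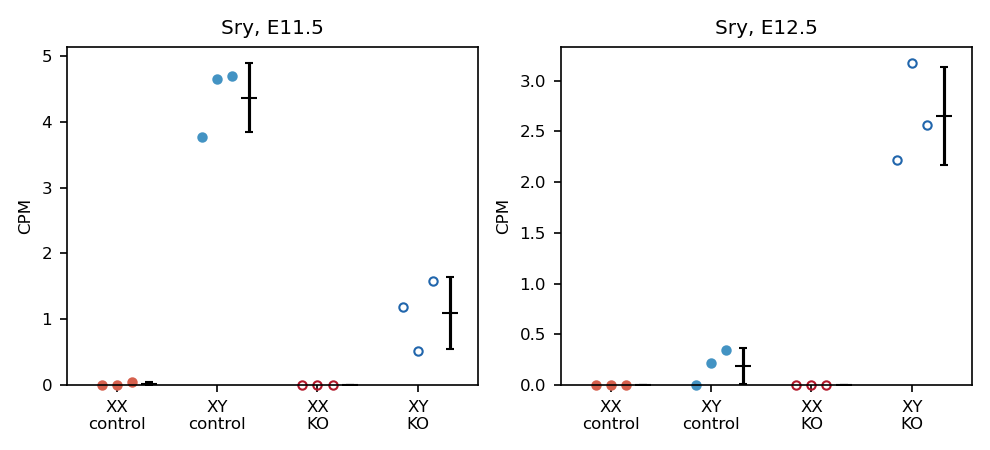
Sry level (CPM) in each library at E11.5 and E12.5; points are libraries and bars the mean ± SD of 3. In XY control gonads the mean is 4.37 CPM at E11.5 and 0.188 CPM at E12.5, in XY KO gonads 1.10 and 2.65 CPM.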

Consistently, *Sry* transcript levels in mutant XY gonads were significantly lower than those of XY controls at E11.5, whereas the opposite situation was observed at E12.5. (Fig. 4d; Supplementary Data 3 and 7). As previously described^39^, the number of SOX9^+^ cells increased dramatically in E11.5 control testes and remained elevated at subsequent stages. 

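Sox9 (ENSMUSG00000000567) lies on the forward strand of chromosome 11, from 112782224 to 112787760 of GRCm38. At E11.5 it had 65.6 ± 10.6 CPM (SD, n = 3) in XY control and 27.6 ± 6.0 CPM in XY KO gonads. The log2 fold change was -1.25 (standard error 0.18, FDR = 0.000761, edgeR quasi-likelihood test). The level of XY KO gonads was close to that of XX control gonads, 27.9 ± 6.0 CPM. As for Sry at this stage, these are levels of gonad and mesonephros together. A smaller share of gonadal cells may thus carry part of the fall. At E12.5 XY controls reached 130 ± 13 CPM and XY KO gonads 16.4 ± 6.4 CPM, a log2 fold change of -2.98 (standard error 0.30, FDR = 5.72e-06). XX control gonads had 6.48 ± 1.43 CPM and XX KO gonads 7.74 ± 2.70 CPM at this stage. The difference between XX KO and XY KO gonads, a log2 fold change of -1.08, was not significant (FDR = 0.235, same test). With each library left out in turn the change in XY KO gonads stayed between -1.42 and -1.09 at E11.5 and between -3.24 and -2.70 at E12.5, below the FDR threshold each time. From the later rise of Sry and the lower number of SRY-positive cells, the paper reasons that Sox9 is not raised enough for Sertoli cell differentiation.

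**Figure D4:**
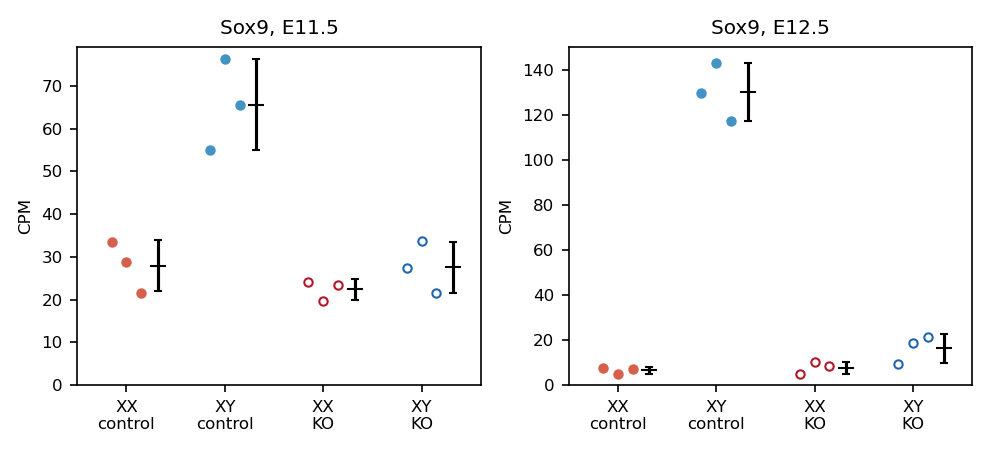
Sox9 level (CPM) in each library at E11.5 and E12.5; points are libraries and bars the mean ± SD of 3. XY control means are 65.6 CPM at E11.5 and 130 CPM at E12.5, XY KO means 27.6 and 16.4 CPM.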

In XY mutants, however, SOX9 was not detected at E11.5 (18–19 ts), and SOX9^+^ cells were notably less abundant than in XY controls at subsequently stages (20–21ts and onwards), as shown also at the transcript level (Fig. 4e). It is known that *Sry* must act within a critical time window during mouse sex determination stage to induce testis differentiation^40,41^. Thus, the temporal delay of *Sry* expression and the reduced number of SRY-expressing cells provides a mechanistic basis for the deficient *Sox9* upregulation and Sertoli cell differentiation of XY *miR-17*~*92* KO gonads.

### A transient state of sexual ambiguity in *miR-17*~*92* KO pre-supporting cells

We next investigated granulosa cell differentiation by immunofluorescence for the ovarian marker FOXL2. In XY mutant gonads, we observed that FOXL2 is activated shortly after the sex determination window (E11.75; ~20–21 ts), displaying a sustained expression throughout all subsequent stages (Supplementary Fig. 8). This expression onset coincides with that observed in XX control gonads and occurs after the initiation of *Sry* expression (Fig. 5a). This profile is consistent with the hypothesis that granulosa cell differentiation in XY mutant gonads results from delayed *Sry* and *Sox9* expression, although a precocious activation of female-promoting genes carrying *miR-17*~*92* binding sites cannot be completely ruled out. The analysis of gonads at later stages showed that the vast majority of XY mutant cells expressing FOXL2 did also express SRY (Fig. 5a), revealing that *Foxl2* was preferentially upregulated in pre-supporting cells. Consistently, FOXL2-SOX9 double immunofluorescence showed that, at E12.0 (22–23ts), most of FOXL2^+^ cells coexpress also SOX9 (Fig. 5b). Nevertheless, XY *miR-17*~*92* KO gonads also contained many FOXL2^+^ SOX9^-^ cells, suggesting that many pre-granulosa cells in XY *miR-17*~*92* KO gonads differentiate directly from undifferentiated pre-supporting cells. These results indicate that mutant pre-supporting cells undergo a transient state of sex ambiguity, characterised by the concomitant initiation of both the female and the male pathways.

**Fig. 5:**
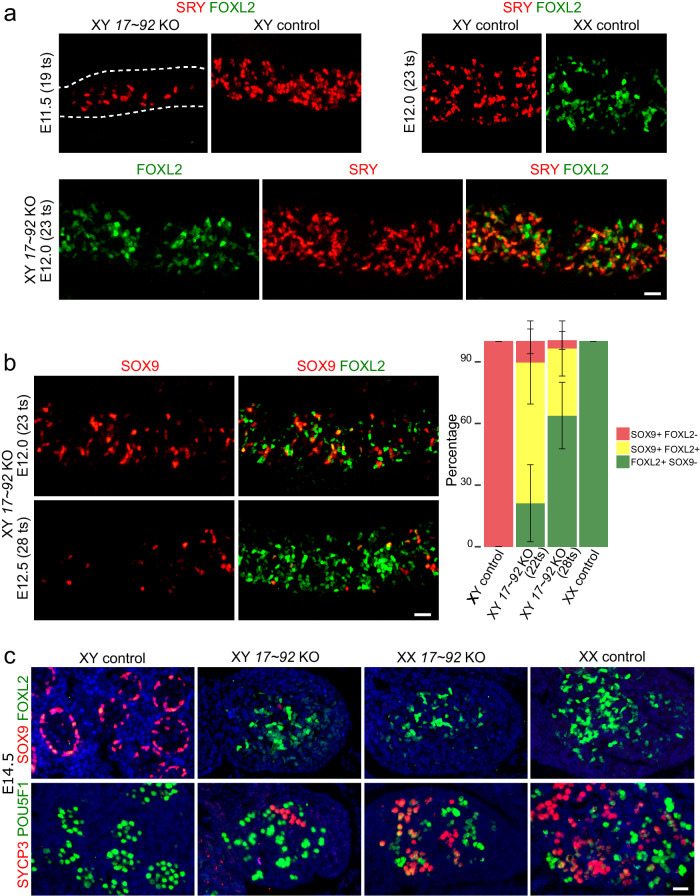
Time course of granulosa and oocyte cell differentiation in XY *miR-17*~*92* KO gonads. **a** Double immunofluorescence for SRY and FOXL2 in gonads during (E11.5) and shortly after the sex determination stage (E12.0). **b** Double immunofluorescence for SOX9 and FOXL2 after sex determination. Cells showing colocalization of both proteins are common at E12.0 but very scarce at E12.5. Data are presented as mean values ± SD. **c** Double immunofluorescences for SOX9 and FOXL2 (upper panel) and for SYCP3 and POU5F1 (lower panel) in gonads at E14.5. SOX9^+^/FOXL2^+^ cells are almost completely absent at this stage, in which only FOXL2 expression persists. Meiotic oocytes (SYCP3^+^ cells) are seen in XY mutant gonads, evidencing complete ovarian differentiation. Similar results were obtained for the 3 animals of each genotype and developmental stage we analysed. The scale bars shown in the lower right images of panels (**a**), (**b**) and (**c**) represent 25 μm for (**a**) and (**b**), and 20 μm for (**c**), respectively. Mutant mice were generated using the Cre/LoxP system.

In contrast to E12.0, most FOXL2+ cells were SOX9- at E12.5 (Fig. 5b). In addition to *Foxl2*, other female-specific markers, including *Wnt4*, *Rspo1*, *Bmp2* and *Fst* were upregulated in XY mutant gonads at E12.5, whereas male-specific markers such as *Ptgds*, *Sox8*, *Amh*, and *Dhh* were downregulated (Supplementary Fig. 9a; Supplementary Data 3 and 7). This indicates that the dual sexual program observed in XY mutant gonads shortly after sex determination is resolved at later stages in favour of the female pathway. 

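All 9 of these markers changed in the stated direction between XY control and XY KO gonads at E12.5, with an FDR under 0.05 over all tested genes (edgeR quasi-likelihood test) and adjusted over the list alone. The markers were chosen by the study on these samples, so the second adjustment is not independent evidence. Foxl2 (chromosome 9, 98955288 to 98958543 of GRCm38) rose from 1.01 ± 0.56 CPM (SD, n = 3) in XY control to 31.8 ± 10.7 CPM in XY KO gonads, against 50.8 ± 10.8 CPM in XX controls. Its log2 fold change was 4.92 (standard error 0.36, FDR = 2.96e-07). Fst (chromosome 13, 114452290 to 114458951) rose from 1.51 ± 0.44 to 157 ± 36 CPM, a log2 fold change of 6.77 (FDR = 1.85e-09), with 273 ± 40 CPM in XX controls. The log2 fold changes of the other female markers were 2.16 for Wnt4 (FDR = 2.35e-05), 1.95 for Rspo1 (FDR = 2.01e-06) and 2.16 for Bmp2 (FDR = 3.68e-07). Amh (chromosome 10, 80805243 to 80807648) fell from 951 ± 266 to 2.29 ± 1.11 CPM, a log2 fold change of -8.63 (FDR = 4.98e-09). Those of Ptgds, Sox8 and Dhh were -5.96 (FDR = 3.55e-09), -4.46 (FDR = 1.6e-08) and -5.62 (FDR = 3.41e-09). The 9 calls held with each library left out in turn. At E11.5, 7 of the 9 markers had the direction seen at E12.5 and 6 of them an FDR under 0.05, both over all genes and adjusted over the list alone. Wnt4 was lower in XY KO gonads at E11.5, with a log2 fold change of -0.38 (FDR = 0.0333); this call held in 4 of 11 alternatives, with an FDR from 0.0152 to 0.182. Fst was unchanged within its error, with -0.02. The samples of E11.5 hold mesonephros, whose marker genes had a median log2 fold change of -0.33 in XY KO gonads. The fall of Wnt4 at this stage can therefore not be assigned to the gonad alone. The number of 6 depended on single libraries: 3 markers had an FDR under 0.05 in 5 of the 6 fits that left out 1 library, and 6 did without XY control replicate 2. Over the alternatives the E11.5 calls held in 5 of 11 for Foxl2, 3 of 11 for Bmp2 and 5 of 11 for Sox8. From the changes at E12.5, the paper concludes that the dual sexual program of XY mutant gonads is resolved in favour of the female pathway.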

At E14.5, only a few scattered SOX9+ cells remain in XY mutant gonads, which showed a normal ovarian development including the presence of FOXL2+ supporting cells, meiotic germ cells and a lack of male-specific cell populations or structures, evidencing complete male-to-female primary sex reversal (Fig. 5c; Supplementary Fig. 9b).

Finally, since the mouse *Foxl2* gene has a validated *miR-17* binding site on its 3’UTR region and overexpression of *Foxl2* induces male-to-female sex reversal in transgenic mice, we induced the ablation of the *miR-17* binding site in the *Foxl2* 3’UTR, showing that no sex differentiation effect was produced, probably because the ablation of a single miRNA target site in a single gene is not enough to affect the female pathway significantly (Supplementary note; Supplementary Fig. 10).

## Discussion

Since miRNAs discovery, numerous attempts have been made to elucidate their role during mammalian sex determination. However, to date, none of them could demonstrate that such post-transcriptional regulators can play a fundamental role in this process^8,9^. Indeed, previous studies compromising the biogenesis of these molecules in mouse gonads suggested that they are dispensable for sex determination^15,16^. Contrarily, here we show that a single cluster of miRNAs is essential for mouse testis differentiation. Our results reveal that *miR-17*~*92* controls two main events of mouse sex determination, namely early gonadal growth and *Sry* expression dynamics. Proliferative growth of the bipotential gonadal primordia is essential to establish the pool of gonadal somatic progenitors, including pre-Sertoli cells, whose number must reach a minimum threshold prior to sex determination to ensure subsequent testis differentiation^42,43^. The gonads of both XX and XY *miR-17*~*92* KO embryos are smaller than those of control mice (50% reduction) at the sex determination stage, which is a consequence of reduced proliferation during the bipotential stage. The fact that the gonads of mutant embryos are clearly smaller than those of controls, even with similar body size at the time of sex determination, is evidence for a specific effect on the gonads of *mir17-92* ablation, and not for a pleiotropic effect on overall body growth. This proliferative reduction in mutant gonads appears to affect all progenitor cell types similarly, as their relative numbers do not differ significantly from those of controls, notably in the case of the pre-supporting cell lineage (Fig. 3b). Hence, the number of pre-Sertoli cells present at the time of sex determination (E11.5), although reduced, should be sufficient to initiate testis differentiation^43^. Despite of this, *miR-17*~*92* mutant gonads contain almost no Sertoli cells at E11.5, and shortly later (E11.75) their number is only half that of control testes, a fact that compromises testicular but not ovarian differentiation. The lack of Sertoli cells in XY *miR-17*~*92* mutant gonads at the sex determination stage is probably a direct consequence of the heterochronic (delayed) expression of *Sry*, as it is well known that the mouse *Sry* gene must act within a critical, narrow time window (between E11.0 and E11.25; 6–8 h) to activate *Sox9* and trigger the male pathway^40,41^. *Sry* expression in XY *miR-17*~*92* mutants is delayed by about 12 h, which explains the lack of *Sox9* up-regulation during sex determination and the subsequent XY sex reversal. Interestingly, miRNA knockouts have been repeatedly reported to cause heterochronic shifts in developmental processes^10–12^ across a wide range of animal models. In fact, the miRNAs of the *miR-17*~*92* cluster are evolutionarily well conserved, appearing around 500 Mya in primitive vertebrates, where they have been shown to regulate genes involved in gonadal development and sex change^22^. Overall, this suggests the existence of mechanisms for mRNA function that might be commonly shared across metazoan evolution.

The delayed *Sry* expression is likely indirectly derived from the lack of *miR-17*~*92*, as *Sry* itself is not a predicted target of these miRNAs. Our results also show that *miR-17*~*92* predicted targets were preferentially upregulated in XY mutant pre-supporting cells during sex determination, with a misregulation of large gene networks involved in *Sry* regulation and Sertoli cell differentiation. One of these networks is the MAPK signalling pathway, which is involved in the control of both gonadal cell proliferation and *Sry* expression timing. In fact, similar cases of XY sex reversal were described in mice with disrupted MAPK signalling^33,44,45^. We found that 27 genes of the MAPK pathway were deregulated in XY *miR-17*~*92* KO pre-supporting cells, 40% of them being upregulated target genes (Supplementary Figs. 7a, b and 11a). Interestingly, *Gadd45γ*, which is required for pre-Sertoli cell fate specification in vivo by promoting p38 MAPK signalling^45^, shows reduced expression in mutant gonads (Supplementary Fig. 11a, b). In addition, *miR-17*~*92* regulates gene networks involved in ovarian differentiation in gonadal pre-supporting cells (Fig. 4b). One of these is the WNT signalling pathway, which antagonizes Sertoli cell differentiation and is upregulated in *miR-17*~*92* XY mutants (Fig. 4c), as expected in gonads that eventually develop as ovaries. 

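Gadd45g (ENSMUSG00000021453) lies on the forward strand of chromosome 13, from 51846678 to 51848468 of GRCm38. In bulk RNA-seq at E11.5 its level fell from 58.4 ± 19.3 CPM (SD, n = 3) in XY control to 20.3 ± 2.95 CPM in XY KO gonads, a log2 fold change of -1.52 (standard error 0.21, FDR = 0.000982, edgeR quasi-likelihood test). It stayed between -1.69 and -1.22, with an FDR under 0.05, when each library was left out in turn. In XX gonads it fell from 51.0 ± 6.55 to 27.6 ± 5.40 CPM, a log2 fold change of -0.89 (standard error 0.21, FDR = 0.0374); this call held in 4 of 11 alternatives. The samples of E11.5 hold mesonephros, and the marker genes of gonadal somatic cells had medians of -0.48 in XY and -0.21 in XX gonads. A smaller share of gonadal cells may thus carry part of both falls. At E12.5 no change of Gadd45g was detectable in XY gonads, with a log2 fold change of -0.13 (FDR = 0.816, same test), or in XX gonads, with 0.02.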

Upregulation of the WNT signalling pathway is probably an indirect effect of the inactivation of the male genetic program, but its modest amplitude at E11.5 and the high number of *miR-17*~*92* putative targets genes that are upregulated in this pathway (40%) also argue for a complementary direct effect of *miR-17*~*92* depletion, at least during the initial stages of sex determination. Hence, an additional function of *miR-17*~*92* could be to modestly negatively regulate the WNT signalling pathway at the time of sex determination, an effect that favours testis differentiation but does not affect ovarian development. Another biological process affected in XY mutant cells is “generation of precursor metabolites and energy”, which is downregulated in XY mutant pre-supporting cells (Fig. 4b and Supplementary Fig. 7). Interestingly, it was previously shown that a high-glucose metabolic state is required in developing pre-supporting cells for the establishment of SOX9 expression and testis differentiation^32^.

Taken together, our results show that *miR-17*~*92* acts as a cross-cutting regulator that modulates the expression of genes networks and signalling pathways that control processes including proliferative growth, energy metabolism, and female pathway antagonism. As such, *miR-17*~*92* primes the bipotential gonadal primordium to ensure proper *Sry* expression timing and subsequent testicular differentiation. In summary, our study uncovers an unexpected role for the *miR-17*~*92* cluster and for miRNAs in controlling the early steps of mammalian sex determination.

## Methods

### Ethics

The research work presented here complies with all relevant ethical regulations and was first approved by the University of Granada Ethics Committee for Animal Experimentation and then by the regional government, “Junta de Andalucía” under license number 16/12/2021/188, as well as by the Landesamt für Gesundheit und Soziales, Berlin, Germany under license number G0111/17. Research was performed in accordance with the relevant guidelines and regulations dictated by these committees.

### Transgenic mice

To generate mice (*Mus musculus*) with a null deletion of the *miR-17*~*92* cluster we crossed two months old mice with a floxed allele of *miR-17-92* on a C57BL/6 × 129S4/SvJae background acquired at the Jackson Laboratory (Bar Harbor, ME, USA; Stock 008458)^23^ with *Tg(CAG-cre)*^1*Nagy*^ mice (MGI:3586452^46^). The resulting *Tg(CAG-cre)*^*1Nagy*^*;miR-17*~*92*^*+/del*^ offspring was backcrossed to *miR-17~92*^*flox/flox*^ mice to obtain *Tg(CAG-cre)*^*1Nagy*^*;miR-17~92*^*del/del*^ embryos. Figure 2a and Supplementary Fig. 2 show the effective deletion of the *miR-17*~*92* region in mutant mice. For timed pregnancies, plugs were checked every morning after mating and noon was taken as embryonic day (E) 0.5. Genotyping was carried out on genomic DNA derived from adult tails or embryonic yolk sacs using previously described primers^23,47^. We also generated mice carrying the homozygous deletion for *miR-17*~*92* using CRISPR/Cas9 combined with tetraploid complementation assays for embryo generation^24,25^. The single guides RNA (sgRNA) were designed with Benchling (https://www.benchling.com/crispr/) and cloned into the CRISPR/Cas9 pX459v2 plasmid (ref. 62988 Addgene). XY mouse embryonic stem cells (C57BL/6J-129 F1 hybrid background, G4 mESC) were cultured on a layer of CD1 fibroblasts and transfected with the sgRNA using FuGENE HD (Promega, Madison, WI, USA). Cells were split and transferred onto DR4 puro-resistant feeders after 24 h and selected for two days with puromycin. Then, clones were grown for 5–6 additional days, picked, and transferred into 96-well plates on CD1 feeders. After 2 days of culture, plates were split in triplicates (two for freezing and one for DNA harvesting). After genotyping, clones homozygous for the deletion were expanded and selected for tetraploid aggregation. Primers used for genotyping were as follows: 5´-GGACCTAGCAGCACCCGAAG-3´, 5´-GGGAGGAGCCAATAGCCAGA-3´ and 5´-GGAAAGATGGCAAACTGATGGT-3´, 5´-GGATCATGTGGATCGTGCTG-3´. The sgRNAs sequences were: 5´-CACCGTCGAGTATCTGACAATGTGG-3´ and 5´-CACCGGTCACTCACAATCAAACCC-3´.

To produce mice bearing a deletion of the *miR-17* seed sequence within the 3’ UTR of *Foxl2* (*Foxl2-3´-UTR*^*del/del*^) we used as well the CRISPR/Cas9 technology in combination with tetraploid aggregation assays as described above. In this case, primers used for genotyping were: 5´-GAAATCCCGTGACCTGGTGG–3´ and 5´- GCTAGCTGCTGAACTACGGT-3´. The sgRNA sequence was 5´-CACCGTTGTGTTTGTACGTGTGTG-3´.

Mice were housed under Specific Pathogen-Free (SPF) conditions in the animal facilities of the Center for Biomedical Research (University of Granada, Granada, Spain) and the Max-Delbrück Center for Molecular Medicine, Berlin, Germany). The animals had ad libitum access to food and water and were kept in groups. The occupancy density of the cages (microventilated) was in accordance with legal requirements. The cages were kept at a temperature of 22 +/− 2 °C, a humidity of 55 +/− 10% and a 12 h/12 h dark light cycle. The animals were provided with activity elements in the form of nest building material and hiding places.

### Histological and immunostaining methods

For histology, embryos were dissected, collected in PBS, fixed in Serra´s solution (ethanol: 37% formaldehyde: acetic acid, in proportions 6: 3: 1, respectively), embedded in paraffin, sectioned (5-μm thick), and stained with haematoxylin and eosin. For double immunofluorescence, the two primary antibodies (raised in two different mammalian species) were incubated overnight at 4 °C and then appropriated conjugated secondary antibodies were applied. Used antibodies are listed in Supplementary Data 22. Digital photomicrographs were taken in a Nikon Eclipse Ti microscope (Nikon Corporation, Tokio, Japan).

### Morphometric analyses

The shape of the embryonic gonad is near cylindrical but has an irregular surface, including deep furrows, mainly in mutant embryos. Hence, its volume could not be accurately calculated using the formula of a cylinder. Instead, we measured the area of the gonadal image in a 10× photomicrograph taken from a medial (that showing the maximum gonadal area), longitudinal section. For this, we used the ImageJ application (https://imagej.nih.gov/ij/) set at a scale of 2940 pixels per mm (the value corresponding to images taken using a 10× objective). The contour of the gonad was encircled with a line using the *freehand selection* tool and its area (A) was measured in square mm (this operation was repeated twice for each gonad and the mean value was used for further calculations). Similarly, the maximum length (L) of the gonad was depicted with a line and measured in mm. The gonadal volume (V) was calculated using the formula: V = (πA²)/(4 L). The volume of the two gonads was calculated in 4 control males, 2 control females, 3 mutant males, and 4 mutant females at the 18–19 ts stage. Means were compared using two-sided Student’s *t* tests.

The mitotic index of the coelomic epithelium-derived cells was calculated by dividing the number of proliferating cells (Ki67^+^) by the total number of coelomic epithelium cells (WT1^+^) present in gonadal images photographed using a 20× objective. For this, double immunofluorescence preparations were performed on longitudinal sections of embryonic gonads from embryos both at the 14–16 ts stage (3 control males, 3 control females, 3 mutant males, and 3 mutant females) and at the 18–19 ts stage (4 control males, 2 control females, 3 mutant males, and 4 mutant females). Means were compared using two-sided Student’s *t* tests.

### Analysis of apoptosis

Apoptotic cells present in gonadal histological preparations were revealed by the terminal deoxyribonucleotidyl transferase (TDT)‐mediated dUTP‐digoxigenin nick end labelling (TUNEL) assay using the *Fluorescent* In Situ *Cell Death Detection Kit* (Roche ref. 11684795910, Roche, Mannheim, Germany), according to the manufacturer’s instructions. We omitted the enzyme solution for negative controls.

### Bulk RNA-seq

For RNA-seq, total RNA was purified from gonad-mesonephos complexes at E11.5 and from isolated gonads at E12.5 using the RNeasy Micro Kit (Qiagen, Hilden, Germany). For each genotype, 3 replicates were used, including 2 pair of gonads per replicate. Libraries were prepared with the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (New England Biolabs, Ipswich, MA, USA; E11.5 samples) and the TruSeq stranded mRNA Library prep (Illumina, San Diego, CA, USA; E12.5 samples) and sequenced with the Illumina Hiseq4000 platform (2×75 PE).

### Single cell RNA-seq

As crosses between *Tg(CAG-cre)*^*1Nagy*^*;miR-17*~*92*^*+/del*^ and *miR-17~92*^*flox/flox*^ mice only provide 1/8 XY KO mice, it would be very difficult for us to collect the gonad pools we needed for the sc-RNAseq experiments. Therefore, we opted to use tetraploid aggregation method, which produces litters of isogenic embryos from mESC. Three to four pairs of gonads and mesonephros per genotype, sex and stage were dissected out and pooled to perform the sc-RNA-seq experiments. XY CRISPR KO embryos were derived from G4 mESC modified via CRISPR/Cas, to delete the *miR-17*~*92* cluster. XY controls were derived from the same parental G4 line. XX controls gonads were obtained from crossings between C57BL/6J males and 129 females, to obtain a similar background as the G4 mESC used to generate XY wild type and the KO embryos (G4: C57BL/6J − 129 F1 hybrid background). The reason for employing a breeding strategy is that, XX cells generally yield a low number of embryos in tetraploid complementation assays, and thus would not provide with enough material to perform scRNA-seq experiments. For XY *miR-17*~*92* CRISPR KO embryos we analysed two stages, E11.5 and E11.75, while for the XY and XX controls we only assessed the E11.5 embryonic stage. Individual cell suspensions were performed by using 0.05% Trypsin-EDTA (ref. 59417C, Sigma) for 7 min at 37 °C with pipetting every 2–3 min. Trypsin digestion was stopped by adding 5% BSA (ref. B9000S, New England Biolabs) and the cell suspension was passed through a 40 µm Flowmi cell strainer (ref. 15342931, Fisher scientific). Finally, cells were collected by centrifugation (300 × g for 5 min at 4 °C) and the pellet was resuspended in PBS for cell counting and viability check and then fixed with methanol (98%) added dropwise. Fixed cells were kept on ice for 15 min. and subsequently moved to −80 °C for extended preservation. After rehydration, about 10,000–20,000 cells were loaded on a 10× Chromium controller and sc-RNA libraries were prepared using the Chromium Next Gem Single Cell 3’ Reagent Kit v3.1 (PN-1000128) following the manufacturer’s instructions. Finally, libraries were sequenced using Illumina NovaSeq 6000 SP with the following parameters: paired-end, 28 + 8 + 91 cycles. The sequencing depth was 200 million reads per sample. Two technical replicates were performed per genotype except for the XY E11.75 KO mice, with one replicate.

### Bioinformatic analyses

The bulk RNA-seq reads were mapped to the mm10 mouse genome and counted with the “align” and “featureCounts” function from the R subread package^48^. Only genes with 1 or more cpm (counts per million) in at least two of the samples were considered to be expressed and used for further analysis. Analysis of differential gene expression was performed with edgeR^49^ Genes were considered to be differentially expressed at a false discovery rate (FDR) < 0.05. Gene Ontology analysis was performed with the enrichGO function of the clusterProfiler bioconductor package^50^. General terms and redundant terms were not displayed. For gene-concept analysis we used the cnetplot function of the same suite. Prediction of target sites for the *miR-17∼92* seed families was performed using TargetScan (mouse version 8)^51^. To analyse the gonadal cell lineage-specific expression of the individual members of the *miR-17*~*92* cluster we used the RMA normalised data from Jameson et al.^1^ and differential expression was assessed with the limma R package. Regarding single cell RNA-seq, each single cell library was aligned to the mm10 reference genome (mm10_v3.0.0, obtained from 10× Genomics) and transcriptome (modified to include a second exon of *Sry* as stated in previously^26^ and filtered with Cell Ranger Software; version 6.1.1) using default parameters. The filtered counts matrices of all the samples with two technical replicates were merged using Seurat (version 4.0.2)^52^ before proceeding with downstream analyses. For the male samples, once they were merged, thresholds for percentage of mitochondrial genes were set in order to filter low quality cells (Male control 11.5 = 10%, Male mutant 11.5 = 10%, Male mutant 11.75 = 9%). Also, blood cells were filtered from the analyses according to their percentage of beta globin transcripts (male control 11.5 = 1.43%, male mutant 11.5 = 0.39%, male mutant 11.75 = 0.73%). Finally, only cells with nCount_RNA < 30000 (transcripts) and nFeatures_RNA < 7000 (genes expressed) were considered. After quality check we analysed 23527, 17057, 8492, and 3669 cells from gonads of XY controls at E11.5, XY *miR-17*~*92* mutants at E11.75, XY *miR-17*~*92* mutants at E11.5 and XX controls at E11.5, respectively. Next, data was normalised using default settings, 2000 variable features were identified using the default Seurat method (vst). Data was then scaled regressing the nCount_RNA (transcripts) and percentage of mitochondrial genes. Finally, clusters were obtained with a resolution of 1.2 with the FindClusters function from Seurat. For the female samples, the filtering was made at this step by excluding those clusters with low quality (low nFeatures_RNA or high number of beta haemoglobin genes expressed, compared to the rest of the clusters). Doublets were excluded using DoubletFinder (version 2.0.3)^53^. In order to generate a single dataset with all samples, the Seurat objects were integrated using the Canonical Correlation analysis (CCA) method^54^ with 40 dimensions and using the 2000 most variable features. Then, the integrated object was scaled as previously stated and clusters were called at resolution 1 with the FindClusters function from Seurat. A single cluster was manually removed (it contained cells only from control males at 11.5 and was scattered along all the UMAP). Markers for each cluster were identified using the FindMarkers function of Seurat with default parameters. Clusters were annotated according to their expression markers according to previous bibliography^26^. Finally, DEG lists between the clusters and samples of interest were generated using the Model-based Analysis of Single cell Transcriptomics (MAST) method^55^. Mitochondrial and ribosomal genes as well as blood markers were manually removed from the DEG lists.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Information

Supplementary Data Tables 1-11

Supplementary Data Tables 12-22

Reporting Summary

### Source data

Source Data

## Data Availability

The data supporting the findings of this study are available from the corresponding authors upon request. Transcriptomic data are publicly available on Gene Expression Omnibus under the following accession numbers: Serie: GSE225677 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE225676]; Subserie RNA-seq: GSE225675; Subserie scRNA-seq: GSE225676. Source data for the figures and Supplementary Figs. are provided as a Source Data file. Source data are provided with this paper.

How the deposited data were processed for this re-analysis (not part of the article)

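Bulk RNA-seq counts of mouse gonads were analysed for 4 genotypes (XX control, XY control, XX KO and XY KO, where KO gonads lack the miR-17~92 cluster) at embryonic days 11.5 and 12.5, with 3 libraries in each of the 8 groups. At E11.5 the authors took RNA from complexes of gonad and mesonephros and at E12.5 from the gonads alone, and made the libraries of the 2 stages with different stranded kits. They mapped the read pairs to the mm10 mouse genome and counted them per gene with the align and featureCounts functions of the R subread package. The deposited values are whole-number counts per gene that the authors did not normalize, in 1 table for each stage. The gene annotation, the strand setting and the treatment of reads with several matches are not named in the paper's text, so counts of overlapping genes and of near-identical copies, such as Zfy1 and Zfy2, are uncertain. Each library was matched to its genotype and replicate through the sample labels. The labels give no litter, batch or day.

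The single-cell RNA-seq, the microscopy and the Gene Ontology terms are not analysed here. Deposited tables of the Foxl2 3′ UTR mutants hold 12 columns of per-sample values that were not used, since their names do not say which tissue they come from.

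Total counts per library were between 11877379 and 44155275. A gene was tested when it reached at least 1 CPM in at least 2 of the 12 libraries of its stage, the filter that the paper states, which kept 14217 genes at E11.5 and 14348 at E12.5. The paper's tables cover 14984 and 15107 genes; the copies of its E11.5 tables used here hold 1999 genes for each comparison with a control and 938 for XX KO against XY KO gonads, and no overlap was computed from them. The genes in the deposited tables were tested as they stand. Analyses used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. For each stage 1 edgeR model with a mean per genotype was fitted to the 12 libraries, with TMM normalization, robust dispersions and the robust quasi-likelihood fit in its legacy form. Each comparison used the quasi-likelihood test, and genes with a Benjamini-Hochberg adjusted p (FDR) under 0.05 were called. The paper names edgeR and this FDR; its text does not name the normalization. Standard errors are the size of the log2 fold change divided by the square root of F. A different effect of the deletion in the 2 sexes was tested as the interaction of sex and genotype. Levels are CPM with TMM-normalized library sizes, given as mean ± SD of 3 libraries, and these errors hold counting error and the spread between replicates together. A group with 3 counts or fewer in each library was treated as at the floor of detection, and folds against it are given as lower bounds.

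For single genes, whether the libraries of 2 groups overlap was given with an exact permutation test, two-sided, whose smallest p for 3 libraries against 3 is 0.1. Dimorphic genes are those called between XX and XY controls at E12.5, and a mutant gonad was nearer XX for a gene when its mean log2 CPM, with a pseudocount of 2, lay nearer the mean of XX controls. Distances between libraries used the 500 genes with the largest differences in each pair. The mutant effects in the 2 sexes were related by a correlation across genes. Predicted target sites were taken from Supplementary Data 12 of the paper, which lists TargetScan sites for its DEGs of XY KO against XY control gonads at E11.5.

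Seed matches were searched in the 3′ UTRs of GRCm38 annotation for 20998 protein-coding genes, of which 20995 have a stop codon just before the 3′ UTR. The match was the reverse complement of bases 2 to 8 of the mature microRNA, in 10 classes of 3′ UTR length, and 100 shuffled sites of the same bases were drawn per family. The comparison with shuffled sites was first two-sided and was made one-sided after its results had been seen; both counts were kept. Genes near the cluster are tested genes within 10 Mb of it, compared with other genes by Fisher's exact test.

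Lists of marker genes were written before the counts were examined, for mesonephric tubules and duct, gonadal somatic cells, germ cells, erythroid cells, endothelium, macrophages, Sertoli cells, pre-granulosa cells, fetal Leydig cells and proliferation. A list is summarised by its median log2 fold change and by the percentile of that median among 10000 random lists of the same size and mean expression.

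The genes named in the text were chosen by a rule set before the counts were examined. They are every gene the paper names for the bulk RNA-seq, the sex check genes Xist, Ddx3y, Kdm5d, Uty and Eif2s3y, the genes called between XX KO and XY KO gonads, for each comparison of KO with control the 3 largest increases and the 3 largest decreases among called genes with a mean of at least 1 CPM and no overlap of libraries, and the 3 largest each way among genes called alike in all 4 of these comparisons. Genes outside this rule are marked where they are named. Of the genes that the rule selects, 1 is not reported here.

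Alternatives set before the data were examined were RLE normalization, library size only, DESeq2's Wald test, no filter, the filterByExpr filter, a non-robust fit, the bias-adjusted fit, a replicate block, only the 6 libraries compared, each library left out in turn, and other definitions of the gene sets. Removal of the trends of each library with transcript length and GC content, by a spline with 5 degrees of freedom, was added after the data were examined. Transcript lengths were known for 14202 of the genes tested at E11.5 and 14334 at E12.5.

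The tests were checked on simulated counts with 200 genes changed 2-fold. At E11.5 edgeR's test called 79% of them, and 4.24% of its calls were unchanged genes; at E12.5 the values were 69.5% and 4.79%. DESeq2 called 84% and 74.5%, and 13.0% and 13.9% of its calls were unchanged genes. The interaction test called 62% of the changed genes at E11.5 and 35% at E12.5. The changed genes were drawn from genes that were not of low count. Each gene was simulated on its own, without shifts of whole libraries with length, GC content or tissue. The shares of unchanged genes among the calls therefore do not show the error rate in the deposited counts. The seed comparison gave 0.079 at E11.5 and 0.090 at E12.5 where a difference of 0.1 had been set, and -0.02 and -0.01 where none had been set. For it the simulated fold changes were set to fall with length, so the direction of this error need not hold in the libraries.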

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

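The tests in this part on length and GC content, on mesonephric tissue and on the share of gonadal cells were chosen only after the result was seen; the relabellings of sex and the seed matches of the genes higher in all 4 comparisons were chosen before the values they measure were seen.

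At E12.5 the effect of the deletion differed between XY and XX gonads for 1857 genes (interaction of sex and genotype, edgeR quasi-likelihood test, FDR under 0.05), 846 with a higher and 1011 with a lower log2 fold change in XY gonads. At E11.5 it differed for 5 genes, Adamts16, Asns, Atg9b, Cbln4 and Cyp26b1, which were singled out after their values were seen; at an unadjusted p under 0.05 there were 1825. Sex was relabelled at random within KO and within control libraries in 100 draws from the 200 possible ones, the real one included. At E12.5, 4 of the 100 gave at least 1857 genes, and at E11.5, 8 of the 100 gave at least 5 genes. The other relabellings reached up to 2961 genes at E12.5 and up to 90 at E11.5. At E12.5 the 12 relabellings that kept the control sexes apart gave 1346 to 2961 genes and the other 88 gave 0, so the number follows the difference between XX and XY controls (3413 DEGs), and the relabellings say little on the effect of the deletion itself. At E11.5 the same 12 gave 1 to 90 genes and the other 88 at most 1. The number at E11.5 was 228 without XY control replicate 2 and 2 without XX control replicate 2. It was 1 with the trends with length and GC content removed, 14 without a filter on low counts and 167 with DESeq2. At E12.5 it stayed between 1340 and 2501 in the fits with 1 library left out. The sex of the embryos is the difference that the design names and the one the interaction measures; the sample labels give no litter or batch, so a difference of that kind between the groups was not tested.

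Of 59 named genes, 29 had an FDR under 0.05 in this interaction at E12.5, 11 with a higher and 18 with a lower effect in XY gonads; the highest FDR was 0.0198. Among the markers that the paper names, the difference of the log2 fold changes, XY minus XX, was 4.93 for Foxl2, 1.72 for Wnt4, 1.44 for Rspo1, 2.17 for Bmp2 and 7.41 for Fst. It was -3.25 for Sox9, -6.93 for Ptgds, -4.49 for Sox8, -9.10 for Amh and -5.47 for Dhh. The other genes with a higher effect in XY gonads were Chrm4 (6.63), Tgm3 (4.50), Susd5 (3.26) and Irx3 (3.67). Those with a lower effect were Shh (-4.32), Cst9 (-4.44), Cyp11a1 (-6.38), Cyp17a1 (-8.64), Aard (-3.52), Cadps (-2.31), Gdnf (-4.83), Itga4 (-2.17), Mmd2 (-4.04), Nt5e (-3.51), Tacr3 (-2.02) and Slc45a3 (-2.36). For Sprr2d, Isx and Crhr1 a group had at most 3 counts per library, so only the adjusted p values are given: 0.00237, 7.91e-06 and 0.0024.

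For 5 named genes every XY KO library lay on one side of every XY control library at E11.5 and on the opposite side at E12.5. The log2 fold changes at E11.5 and E12.5 were -1.99 and 3.99 for Sry, -0.38 and 2.16 for Wnt4, -1.40 and 5.36 for Chrm4, -2.51 and 3.48 for Tgm3, and 1.77 and -2.35 for Shh. The call for Wnt4 at E11.5 held in 4 of 11 alternatives, with an FDR from 0.0152 to 0.182. Within 1 stage, 2 groups of 3 libraries do not overlap by chance for 10% of genes; an opposite separation at the other stage as well is rarer by chance. This difference between the stages was not tested, because tissue and library kit change with the stage: at E11.5 the mesonephros is part of the sample. The design confounds stage, tissue and kit for these genes.

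Genes of mesonephric tubules and duct were higher in KO gonads at E12.5, although only the gonads had been taken. The median log2 fold change of the list of 10 genes was 2.03 in XY and 1.19 in XX gonads, above all of 10000 random lists of like expression in both. The list was also higher in XX than in XY controls, with a median of 1.16 and 8 of 10 genes higher, so the value of 2.03 in sex-reversed XY gonads includes a difference between the sexes, and the value in XX gonads is the one to weigh. In XY gonads 9 of the 10 genes were higher, 8 of them with an FDR under 0.05, and in XX gonads 6 were higher, 5 of them with an FDR under 0.05. With 1 library left out the medians stayed between 1.91 and 2.31 in XY and between 0.97 and 1.45 in XX gonads. Of the 10 genes, 6 had over 1 CPM in XX and 4 in XY controls at this stage, and none is in another list. In XX controls 1 gene had at most 3 counts per library; with this gene at its bound the median was 1.19. Cdh16, a gene of the list, had 0.811 CPM in XX control and 50.3 CPM in XX KO gonads. Among the genes with the largest increases in XX KO gonads were Slc6a18 and Keg1, which rose at least 20.7-fold (FDR = 0.0134) and 44.7-fold (FDR = 0.00697, edgeR quasi-likelihood test). In XY KO gonads they rose at least 5.60-fold and 14.3-fold.

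Several explanations of the mesonephric genes were tested. With the trends of length and GC content removed, the median in XX gonads was 1.01, which argues against these trends as the whole cause. A lower share of gonadal cells would raise the genes of all other cell types alike, but the 22 endothelial, macrophage and erythroid genes had a median log2 fold change of 0.145 in XX gonads. Mesonephric tissue with the proportions of the E11.5 complexes would raise each gene by a like percent of its level there. The rise in XX KO gonads was between -29.8% and 51.5% of that level with a median of 6.92%, so the genes did not rise together. What stays open is a larger part of some mesonephric tubule cells in the KO samples; the median of 1.19 is the pattern itself and gives this no separate support. Whether such cells would come from the dissection or from the mutant tissue could not be told from these libraries. At E11.5, where the mesonephros was part of the sample, the medians were -0.33 in XY and -0.35 in XX gonads; in XY gonads the value was 0.0080 without XY control replicate 2.

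There were 21 genes higher in all 4 comparisons of KO with control gonads (XY and XX, E11.5 and E12.5), where 0.054 would be met if calls were independent, 9 lower in all 4 and 16 with mixed directions. Of the 20 with an annotated 3′ UTR, 14 (70%) had a seed match for 1 of the 4 families, against 35.7% of tested genes with 3′ UTRs of the same lengths; a share of 0.00054 of 100000 draws had as many. The length of the 3′ UTRs therefore does not account for the excess. Of the 9 lower genes 3 had a match (33.3%), against 33.8% of genes of the same lengths. The 14 genes are Adcy2, Ankmy2, Ano1, Astn1, B4galnt4, Cbx6, Dguok, Kcnab1, Mylip, Nrbp1, Pcdhb19, Spryd3, Tm4sf1 and Tor1b; apart from Tm4sf1 they were singled out after their values were seen. For Tm4sf1 the log2 fold changes were 1.45 and 1.32 at E11.5 and 0.93 and 1.81 at E12.5 in XY and XX gonads. A candidate explanation is that these genes are direct targets of the deleted microRNAs, a hypothesis that the 70% is in line with; the comparisons of 1 stage share no libraries, but tissue and kit differ between the stages.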

How the results depend on the processing

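A total of 1602 values were recomputed under alternatives. 1334 of them kept their direction and their side of the threshold, or moved within the limit; 67 counts or values without a test moved by more, 184 lost significance, 7 gained it and 10 changed direction. For single named genes the numbers were 998 kept, 179 weaker, 7 stronger and 10 reversed of 1194 values. The removal of trends with length and GC content was chosen after the data were examined; the other alternatives were set before the data were examined. Where the text gives no cause, the cause was not tested.

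DESeq2 gave 439 DEGs between XX and XY controls, 778 between XX KO and XX control gonads and 328 between XX KO and XY KO gonads at E11.5, and 167 genes with a different effect of the deletion in the 2 sexes. At E12.5 it gave 1456 DEGs between XX KO and XX control gonads and 66 between XX KO and XY KO gonads. On simulated counts, unchanged genes made up 13.0% and 13.9% of its calls at the 2 stages, against 4.24% and 4.79% with edgeR. These counts were simulated without trends of whole libraries, so the error rates in the deposited counts may differ. With only the 6 libraries of a comparison in the fit, fewer samples are left to estimate the spread. There were then 779 DEGs between XY KO and XY control gonads at E11.5, and 3 rather than 6 sex markers passed. At E12.5 there were 296 between XX KO and XX control gonads and 11 between XX KO and XY KO gonads. Not all numbers fell: between XX KO and XX control gonads at E11.5 there were 584 rather than 465. Without a filter on low counts, 14 rather than 5 genes had a different effect in the 2 sexes at E11.5.

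With the trends removed there were 1050 DEGs between XY KO and XY control gonads and 1 gene with a different effect in the 2 sexes at E11.5, and 1609 DEGs between XX KO and XX control gonads at E12.5. The seed match differences in XY KO gonads were 0.0359 at E11.5 and 0.0385 at E12.5. With the trends removed and XY control replicate 2 left out, there were 2560 DEGs between the controls at E11.5. With the trends removed and XX KO replicate 2 left out, there were 1518 DEGs between XX KO and XX control gonads and 79 between XX KO and XY KO gonads at E12.5.

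Among dimorphic genes with at least a 2-fold difference between controls, 79.3% in XY KO and 85.2% in XX KO gonads were nearer XX controls. With common genes for all pairs, the ratio of distances at E12.5 was 2.32. Over genes called in at least 1 of the 2 sexes the correlation of the mutant effects at E11.5 was 0.676. With 8mer matches only, the seed match differences at E11.5 were 0.0749 in XY and 0.0808 in XX KO gonads, and at E12.5 0.0677 and 0.0442. Among genes within 5 Mb and 20 Mb of the cluster the odds ratios were 9.37 and 4.52 between the controls at E11.5 and 3.62 and 2.32 between XX KO and XX control gonads at E12.5, without significance; fewer or more distant genes enter these tests.

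Signs changed for 5 of these results, the list of mesonephric genes given below among them; the cause was not tested. The log2 fold change of Gadd45g in XY gonads at E12.5 was 0.013 with the trends removed, 0.057 without XY control replicate 2 and 0.16 without XY KO replicate 1, and between -0.41 and 0.16 with 1 library left out. That of Fst in XY gonads at E11.5 was 0.26 without XY control replicate 1, 0.084 without XY KO replicate 1 and 0.030 without XY KO replicate 2, and between -0.24 and 0.26 with 1 library left out. The seed match difference of miR-18 in XY KO gonads at E11.5 was 0.0777 with 8mer matches only and 0.0122 with the trends removed, and that of miR-92 in XX KO gonads at E12.5 was 0.0155 and 0.0259.

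With 1 library left out at a time, the DEGs at E11.5 were between 56 (without XX control replicate 3) and 2495 (without XY control replicate 2) for XX control against XY control, between 814 (without XY KO replicate 1) and 2891 (without XY control replicate 2) for XY KO against XY control, between 142 (without XX control replicate 2) and 316 (without XX KO replicate 2) for XX KO against XX control, and between 8 (without XY KO replicate 2) and 33 (without XX KO replicate 1) for XX KO against XY KO gonads. At E12.5 the ranges were 2744 to 2985, 2086 to 2656, 35 (without XX control replicate 1) to 1670 (without XX KO replicate 2), and 13 (without XY KO replicate 2) to 1828 (without XX KO replicate 2) for the same comparisons. Genes with a different effect in the 2 sexes were between 2 (without XX control replicate 2) and 228 (without XY control replicate 2) at E11.5, and between 1340 and 2501 at E12.5. These ranges leave out libraries of the comparison itself (or any, for the different effect); a library of another genotype also enters the shared model. Leaving out such a library moved 2 numbers of DEGs by over 1.5 times: XX KO against XY KO gonads at E11.5 had 202 without XY control replicate 2, and XX KO against XX control gonads at E12.5 had 491 without XY KO replicate 2. Sex markers past the threshold at E11.5 were between 3 and 6, with 3 in 5 of the 6 fits and 6 without XY control replicate 2. The log2 fold change of Mir17hg in XX gonads at E12.5 was between 1.16 and 1.33, with an adjusted p of 0.0549 (edgeR quasi-likelihood test) at the lowest, without XX control replicate 1; over all its alternatives the adjusted p was between 9.91e-06 and 0.0549. The correlation of the mutant effects at E11.5 was between 0.455 and 0.534. The seed match difference in XY KO gonads at E12.5 was between 0.0351 and 0.0494. The median of the mesonephric list in XY KO gonads at E11.5 was between -0.52 and 0.0080, the latter without XY control replicate 2. Of 678 values in these fits 514 stayed within the limits, 118 lost and 1 gained significance, 40 moved and 5 changed direction.

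Sry, Sox9 and Gadd45g in XY gonads at E11.5, Sry and Sox9 at E12.5, the 9 sex markers at E12.5 and the odds ratio of predicted targets (3.25 to 4.70 with a library left out) kept their direction and their side of the threshold in every alternative run for them. RLE normalization changed none of 66 values, and library size only changed 4 of 103. The largest shift of the median log2 fold change of all genes by a scaling was 0.072. Library size only gave 36.6% rather than 46.3% higher genes among the DEGs of XY KO against XY control gonads at E11.5, 41.8% rather than 55.5% among those of XX KO against XX control gonads at E11.5, and 56.5% rather than 47.9% among those of XX against XY controls at E12.5.

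Replicate numbers are shared between the genotypes, but only 6 of 18 pairs of same-numbered libraries at E11.5 and 5 of 18 at E12.5 had a correlation of their deviations over 0.1 (from -0.39 to 0.54 and from -0.61 to 0.44), so the numbers do not pair the samples. With the replicate number as a replicate block there were 113, 1704, 388 and 9 DEGs in the 4 comparisons of E11.5 and 3164, 2701, 700 and 20 in those of E12.5. Of 100 values 91 kept their side of the threshold. Levels of the Foxl2 UTR mutants, planned before the data were examined, were not run, because the columns could not be matched to samples.

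Depth limits Sry at E12.5, where XY controls had 0 to 5 counts per library, so the size of its log2 fold change is uncertain although its direction is not. Of genes changed 2-fold in simulated counts the interaction test found 62% at E11.5 and 35% at E12.5, so absence from its calls does not show equal effects.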

Differences from the paper's values

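Of 24 numbers of DEGs, 41 log2 fold changes, 10 mean CPM values and 2 numbers of DEGs with a predicted site that the paper gives, none differed from the value obtained here by more than the limits set for this comparison. The highest ratio was 1.18 for the numbers of DEGs, 1.06 for mean CPM and 1.08 for DEGs with a site. The largest difference of a log2 fold change was 0.016. The paper tested 14984 genes at E11.5 and 15107 at E12.5, against 14217 and 14348 of the deposited tables.

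At E11.5 the paper describes the mutants as clustering together. The mean distance between XX KO and XY KO libraries, 1.73, was above that between XX KO and XX control libraries, 1.64, and below that between XY KO and XY control libraries, 1.84. The order depends on the number of genes: with the 2000 genes that differed most in each pair, XX KO and XY KO libraries were 1.04 apart and XX KO and XX control libraries 1.05, which is the order the paper describes, whereas with the same 500 genes for all pairs the distances were 1.501 and 1.377.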

Other observations

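In this part the counts over other splits of the libraries were set before the data were examined. So were the fits with 1 library left out and the windows of 5 Mb and 20 Mb around the cluster. The tests of explanations were chosen only after the result was seen. They are on length and GC content, transcript length, mesonephric tissue, shuffled sites, Mir17hg, the genes near the cluster and the germ cell genes.

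The 6 libraries of each comparison can be split into 3 and 3 in 10 ways, so a share under 0.1 cannot be reached. In each of the 8 comparisons of genotypes only 1 of the 10 splits, the real one, gave as many DEGs. At E11.5 the highest number in another split was 216 for XY KO and XY control libraries, with XY KO replicates 1 and 2 and XY control replicate 2 on one side, 1 for XX KO and XY KO libraries and 0 for the other comparisons of this stage, with 2228 to 2546 genes at an unadjusted p under 0.05 in their real splits. At E12.5 it was 667 for XX KO and XX control libraries, against 755 in the real split, and 1 for XX KO and XY KO libraries. The difference between genes with and without a seed match was as large, either way, in 1 of 10 splits for XY KO and for XX KO at E11.5 and for XY KO at E12.5, and in 4 of 10 for XX KO at E12.5.

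The split that gave 667 DEGs at E12.5 puts XX KO replicates 1 and 3 and XX control replicate 3 on one side. Within their genotype these 3 libraries had relatively less of the long transcripts, with Spearman correlations of their deviation with transcript length of -0.45, -0.24 and -0.36, and the other 3 libraries relatively more, with 0.57 for XX KO replicate 2, 0.14 for XX control replicate 1 and 0.26 for XX control replicate 2. With the trends of length and GC content removed the split gave 91 DEGs, 13.6% of the 667. The value lies between what the trends as the only cause and no part of the trends would give. These trends may thus carry a part of the difference in that split. In the same 6 libraries the 755 DEGs of the real split were 35 without XX control replicate 1, 83 without XX control replicate 2, 117 without XX KO replicate 3 and 1670 without XX KO replicate 2. With the trends removed there were 1609 DEGs, and between 441, without XX control replicate 2, and 2229, without XX control replicate 3; without XX control replicate 1 there were 839, or 52.1% of 1609 against 4.64% with the trends in place. This also lies between the 2 predictions, so how much of the dependence on XX control replicate 1 comes from the trends cannot be told. The way to read these 2 values as undecided was set after they were seen.

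Between XX KO and XY KO gonads at E12.5 there were 22 DEGs, but 1828 without XX KO replicate 2. In that fit the DEGs higher in XX KO gonads had a median transcript length of 1701 bases and those lower in XX KO gonads 6751 bases. With the trends of length and GC content removed, leaving out the same library gave 79 DEGs. The increase is thus one that a length and GC content bias of these libraries could produce, which is a hypothesis found and tested on the same libraries. XX KO replicate 2 is also the deepest library, with 44155275 counts.

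Between XX and XY controls at E11.5 there were 126 DEGs, but 2495 without XY control replicate 2. With the trends removed, leaving out this library gave 2560 DEGs, which argues against length and GC content as the cause. In XY control replicate 2 the list of mesonephric genes was higher than in the other 2 XY control libraries by a median log2 difference of 0.68, in 10 of 10 genes. A larger mesonephric part of that sample may be involved, but a difference between single libraries cannot decide this, and the cause stays open. Without the same library the DEGs between XY KO and XY control gonads were 2891.

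In XY KO against XY control gonads at E11.5, the log2 fold changes followed GC content, with a Spearman correlation across genes of -0.45. DEGs higher in the mutants had a median GC content of 43.8% and lower ones 55.8%. With the trends of length and GC content removed the correlation was -0.01 and there were 1050 DEGs, of which 794 were among the 1804. So the trends alone do not account for the DEGs. A trend with GC content may come from the library preparation or from the genes that the mutants regulate, and the value of 1050 does not tell these apart. The preference of predicted targets for higher expression was kept: the odds ratio was 3.62 with the trends removed and 3.17 within 5 classes of transcript length, against 3.48.

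Genes with seed matches in their 3′ UTR were higher not only in XY but also in XX KO gonads. At E11.5 the differences in XX KO against XX control gonads were 0.061 for miR-17, 0.042 for miR-18, 0.040 for miR-19 and 0.043 for miR-92, and 0 of 100 shuffled sites were as high for each of the 4 families, which argues against base composition or 3′ UTR length as the cause. With the trends of length and GC content removed, the difference for any family in XY KO gonads at E11.5 was 0.0359, against 0.043. At E12.5, 4 families stood above their shuffled sites in XY KO gonads, or 3 when large differences either way were counted, and 2 did in XX KO gonads, or 1 either way. Between XX and XY controls 0 families did at either stage, although the differences were tested in the same way; these ranged from -0.0172 to 0.00359. Between XX KO and XY KO gonads at E11.5, miR-18 stood above (0.052, 3 of 100 shuffled sites as high). These values are consistent with a loss of repression by the deleted microRNAs in both sexes, a hypothesis for which the absence of the pattern between the controls was the test. The comparison with shuffled sites was first two-sided and was made one-sided after the results had been seen.

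Mir17hg counts were higher in KO libraries at both stages, with log2 fold changes between 1.22 and 2.3. A candidate explanation is that the counted gene lies mostly outside the deleted microRNAs: 95% of the RefSeq gene, whose length the paper's tables give, lies past the last microRNA. That explains how reads could be counted in mutants, not why they were more; removal of the microRNAs from the transcript was not tested. A region-wide effect of the deleted allele would raise the neighbours too. The mean log2 fold change of the 34 tested genes within 10 Mb was -0.11 in XY and -0.08 in XX KO gonads at E11.5. At E12.5 the mean over all 34 genes, some of them at the floor of detection in a group, was 0.42 in XY and 0.15 in XX KO gonads. Without the genes at the floor it was 0.20 in XY (32 genes) and -0.07 in XX KO gonads (33 genes). The means thus go both ways and such an effect stays open. This test replaced one on the odds ratio of DEGs near the cluster (0.67), and was extended from E11.5 to both stages, after the values had been seen. The next gene, Gpc5, starts 45487 bases past Mir17hg. At E12.5 it was at the floor of detection in controls. It was higher in KO gonads (FDR = 0.0174 in XY and 0.0194 in XX gonads, edgeR quasi-likelihood test). At E11.5, with mesonephros in the samples, none of the 34 genes was at the floor. Genes of mesonephric tubules were also higher in KO gonads at E12.5. Whether Gpc5 rose with those genes or through the deleted allele was not tested.

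Genes near the cluster were called more often in XX KO against XX control gonads at E12.5: 6 of 34 within 10 Mb, an odds ratio of 3.89 (Fisher's exact test, two-sided, p = 0.0078; 6 comparisons with controls were tested this way). The 6, singled out after their values were seen, are Gpc5 and Cldn10, which were higher, and Slitrk1, Stk24, Slc15a1 and Dock9, which were lower. Within 5 Mb and 20 Mb the odds ratios were 3.62 and 2.32 and no longer significant. Passenger DNA from the mutant's strain around the deleted allele would be in XY KO gonads and at E11.5 too. In XY KO against XY control gonads at E12.5, 9 of 34 genes were called. The odds ratio of 1.39 was not significant (Fisher's exact test, two-sided, p = 0.40), which does not decide. In XX gonads at E11.5 the odds ratio, 0.90, has a 95% interval of 0.022 to 5.38, which is too wide to decide. The 4 lower genes were lower at E11.5 in XX and in XY KO gonads too. Whether passenger DNA may have a part in this therefore stays open. Whether Gpc5 and Cldn10 rose with the mesonephric genes of these samples was not tested. Between XX and XY controls at E11.5, where the allele has no part, 2 genes near the cluster were called, an odds ratio of 7.08 (Fisher's exact test, two-sided, p = 0.036).

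Germ cell genes were lower in KO gonads. The median log2 fold change of the 10 genes was -0.64 in XY and -0.97 in XX gonads at E11.5, and -0.60 and -0.75 at E12.5. Without single libraries the medians at E11.5 were between -0.76 and -0.38 in XY and between -1.46 and -0.39 in XX gonads, and at E12.5 between -0.80 and -0.49 and between -0.97 and -0.54. Dilution by other cells would lower the gonadal somatic genes too. In XX gonads at E12.5 their median was -0.020 and the lowest of the 8 genes was at -0.37, which argues against dilution as the whole cause there. At E11.5 the gonadal somatic medians were also lower, with -0.48 in XY and -0.21 in XX gonads, and dilution stays open at that stage. In XY gonads at E12.5 the median was 0.12 over genes that went both ways, which does not decide. With the trends of length and GC content removed the germ cell median in XX gonads at E12.5 was -0.81. Fewer germ cells or lower expression per germ cell in KO gonads, which the libraries cannot tell apart, are open biological explanations and remain a hypothesis.

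The other lists gave the following median log2 fold changes in XY and XX KO gonads against their controls. At E11.5 these were -0.48 and -0.21 for gonadal somatic cells, -0.26 and 0.23 for erythroid cells, 0.11 and 0.06 for endothelium, -0.50 and -0.67 for macrophages, -2.62 and 0.06 for Sertoli cells, -0.02 and -0.38 for pre-granulosa cells, -1.09 and -0.26 for fetal Leydig cells, and 0.04 and 0.04 for proliferation. At E12.5 they were 0.12 and -0.02, -0.13 and -0.40, 0.17 and 0.16, 0.13 and 0.06, -4.46 and 0.26, 2.70 and -0.01, -5.63 and 0.05, and -0.48 and -0.26. The gonadal somatic list has 8 genes, of which 2 are in another list, and the Sertoli list 9 genes with 1 and the fetal Leydig list 6 genes with 2 in another list. In XX controls at E12.5 all 8 gonadal somatic, 10 germ cell, 8 endothelial, 8 macrophage, 8 pre-granulosa and 10 proliferation genes had over 1 CPM, as did 6 of 10 erythroid, 6 of 9 Sertoli and 5 of 6 fetal Leydig genes.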
